# Metabolic environment-driven remodeling of mitochondrial ribosomes regulates translation and biogenesis

**DOI:** 10.1016/j.molcel.2025.10.012

**Published:** 2025-11-06

**Authors:** Fan Zheng, Zanlin Yu, Junming Zhuang, Lingraj Vannur, William Nickols, YongQiang Wang, Liying Li, Sho Joseph Ozaki Tan, Seungmin Yoo, Yifan Cheng, Chuankai Zhou

## Abstract

Cytosolic translation activity is fine-tuned by environmental conditions primarily through signaling pathways that target translation initiation factors. Although mitochondria possess their own translation machinery, they lack an autonomous signaling network analogous to their cytosolic counterpart for regulating translation activity. Consequently, our understanding of how mitochondrial translation activity is adjusted under different metabolic environments remains very limited. Here, we report a noncanonical mechanism for regulating mitochondrial translation activity via metabolism-dependent changes in the mitochondrial ribosome (mitoribosome) in *S. cerevisiae*. These changes arise from a metabolism-modulated mitoribosome assembly pathway that regulates the composition and conformation of the mitoribosome, thereby adjusting its translation activity to meet metabolic demands. Moreover, the translation activity of the mitoribosome feeds back to regulate the biogenesis of nuclear-encoded mitochondrial proteins, influencing mitochondrial functions and aging. Such a ribosomal remodeling-based “gear-switching” mechanism represents an orthogonal mode of translation regulation, compensating for the absence of a translation-modulating signaling network within mitochondria.

## In brief

Zheng et al. demonstrate that mitochondria remodel the structure and composition of mitochondrial ribosomes in response to metabolic state. This structural “gear-switching” mechanism fine-tunes mitochondrial translation and biogenesis, compensating for the absence of dedicated signaling pathways within mitochondria.

## INTRODUCTION

Organisms demonstrate remarkable adaptability to environmental stimuli by modulating gene expression to thrive under changing conditions. For instance, cells fine-tune mitochondrial biogenesis and function to adjust energy production pathways based on available carbon sources. Cells rely on ATP generated by the mitochondrial oxidative phosphorylation system (OXPHOS), which includes the electron transport chain (ETC) and F-ATPase, to thrive on non-fermentable carbon sources such as glycerol. Conversely, when fermentable sugars like glucose are available, many cells—including cancer cells—predominantly utilize glycolysis for rapid ATP production, a metabolic shift known as the Crabtree effect or Warburg effect.^1,2^ Under glucose-rich conditions, OXPHOS complex biogenesis is suppressed, and its contribution to the overall ATP supply is significantly reduced, with the majority being produced through glycolysis.^1^ By contrast, cells enhance mitochondrial biogenesis and OXPHOS complex production under non-fermentable conditions.^3^

Unlike the robust and extensive cytosolic signaling pathways that regulate nuclear gene expression, mitochondria lack an autonomous signaling network for fine-tuning their own gene expression. For example, while cytosolic translation is modulated by environmental conditions through signaling pathways that target translation initiation factors (e.g., eIF2α and 4E-BP),^4^ translation of mitochondrial DNA (mtDNA)-encoded OXPHOS proteins within mitochondria is thought to be primarily controlled by nuclear-encoded OXPHOS subunits produced by cytosolic translation, thereby maintaining balanced production of OXPHOS subunits from two genomes.^5,6^ However, recent findings indicate that nuclear-encoded OXPHOS subunits are substantially over-synthesized relative to mtDNA-encoded subunits,^7^ suggesting that the conventional model, where mitochondrial translation is regulated by the availability of nuclear-encoded OXPHOS subunits, may be incomplete. Consequently, additional regulatory mechanisms of mitochondrial translation likely exist that operate independently of—or in parallel with—the availability of cytosol-translated OXPHOS subunits. Indeed, evidence for mitochondria-derived regulation has emerged, as the overexpression of mitochondrial transcription factors can somehow enhance mitochondrial translation.^8–13^ Compared with the well-characterized regulation of cytosolic translation, our understanding of how mitochondrial translation activity is adjusted under different metabolic environments—ensuring adequate production of mtDNA-encoded proteins to fulfill metabolic demands—remains very limited.

Mitochondrial translation is performed by the mitochondrial ribosome (mitoribosome), which is assembled from mtDNA-encoded rRNA and nuclear-encoded mitoribosome proteins (MRPs).^14–17^ While mitochondrial biogenesis and ultrastructure are known to adapt closely to metabolic demands and environmental signals, the prevailing view assumes that the mitoribosome remains the same in both structure and function. This perspective describes the mitoribosome as merely a protein synthesis machine, with its translation being activated by the availability of nuclear-encoded OXPHOS subunits.^5^ Here, we use the mitoribosome from budding yeast *Saccharomyces cerevisiae* as a model to demonstrate that growth conditions and metabolic contexts change the composition and structure of rRNAs and MRPs to adjust the activity of mitoribosomes. Notably, changing mitochondrial translation activity feeds back to control the biogenesis of nuclear-encoded mitochondrial proteins. Thus, compared with cytosolic ribosomes, whose translation activity is regulated by signaling cascades, mitochondria have evolved unique mechanisms to modulate mitoribosome translation activity to fine-tune both mtDNA and nuclear gene expression.

## RESULTS

### Determine the context-dependent structures of mitoribosomes

Given that the mitochondrial proteome, ultrastructure, and metabolism are profoundly restructured by the available carbon sources in the environment, we investigated whether and how different carbon sources, such as fermentable (YP-dextrose [YPD]) and non-fermentable (YP-glycerol [YPG]) carbon sources, impact mitoribosomes structurally and functionally. Published yeast mitoribosome structures were determined from cells cultured in YPG.^15^ We thus started to address this question by determining the structure of mitoribosomes from yeast grown in YPD and compared it with the published mitoribosome structure from cells grown in YPG.

We purified mitoribosomes from yeast grown in YPD (D-mitoribosome) by affinity pull-down of the endogenously tagged large subunit protein bL17m and subjected them to structural studies using single-particle cryogenic electron microscopy (cryo-EM). After multiple rounds of 3D classification, we successfully isolated intact 74S mitoribosome particles and obtained two high-resolution reconstructions with different conformations (~3.1 to 3.3 Å, classes I and II; Figure S1A). Between them, the large subunit (mtLSU) remains almost identical, while the orientation of the small subunit (mtSSU) relative to the mtLSU differs by approximately 5.2° (Figures S1B–S1D). This difference in the relative orientation of the mtSSU corresponds to two distinct translation states: class I, containing a P-site tRNA and mRNA, and class II, containing an E-site tRNA and mRNA (Figure S1B). Given the high similarity of classes I and II, we focused on the mitoribosome class I with a P-site tRNA in this study. The presence of mRNA and tRNA indicates that these D-mitoribosomes are translationally active (Figures S1B and S1E). The resolution and map quality of both reconstructions are sufficient for accurate model building and refinement, as well as for accurate comparisons with previously determined mitoribosome structures from YPG (G-mitoribosome) (Figure 1A).^15^ We built the atomic models of D-mitoribosomes using G-mitoribosome as the initial input and refined them against each D-mitoribosome map. The complete models of D-mitoribosomes include two rRNA molecules (21S rRNA in the mtLSU and 15S rRNA in the mtSSU), 72 MRPs, and tRNAs (Table S1).

### D-Mitoribosome differs from G-mitoribosome in PTC, P loop, and peptide exit tunnel

Noticeable differences were observed in several critical regions of 21S rRNAs in the mtLSU between D- and G-mitoribosomes, including the P loop (nucleotides 2,274–2,282) and peptidyl transferase center (PTC) (nucleotides 1,958–1,964, 2,713–2,720, and 2,765–2,773) (Figures 1B and 1C). Part of these loops (nucleotides 2,277–2,280, 2,715–2,718, and 2,767–2,771) are not modeled in G-mitoribosome due to the lack of density in the map^15^ (Figures S1F–S1H; Video S1). The nucleotides 1,958–1,964 of PTC, which were captured in both D- and G-mitoribosomes, fold into distinct structures in D- and G-mitoribosomes (Figure 1C). While the PTC nucleotides 2,715–2,718 and 2,767–2,771 were not captured in the G-mitoribosome, which prevents direct comparison, the surrounding nucleotides of these two loops show structural differences between G- and D-mitoribosomes, indicating that these two PTC loops also have distinct structures between cells cultured in different carbon sources (Figure 1C; Video S1).

In addition to the difference in the P loop and PTC, D-mitoribosome also differs significantly from G-mitoribosome at the entrance to the peptide exit tunnel (Figures 1D and S1I). In the D-mitoribosome, nucleotide A1959 shifts 7.6 Å from its position in the G-mitoribosome, widening the gap between the opposing strands of 21S rRNA surrounding the entrance (Figure 1D). Remarkably, the D-mitoribosome entrance configuration closely resembles that of the bacterial 70S ribosome—the ancestral form of the mitoribosome—and the human mitoribosome (Figures 1D and S1J), suggesting an evolutionary conservation of the peptide exit tunnel entrance across different species and ribosomal types. However, the structural changes in the P loop, PTC, and peptide exit tunnel entrance also reveal an intriguing aspect of mitoribosome evolution: while maintaining the basic conserved structure, the mitoribosome has developed additional flexibility, allowing the same rRNA sequence to adopt different conformations under varying metabolic contexts.

### rRNA structural differences in PTC affect mitoribosome’s sensitivity to rRNA-interacting antibiotics

To assess whether the structural differences in the PTC and peptide exit tunnel are functionally relevant and independent of the translation statuses of the mitoribosome structures, we examined the sensitivity of mitoribosomes to two well-known antibiotics, chloramphenicol (CAP) and erythromycin (ERY). These antibiotics are known to interact with the PTC pocket and peptide exit tunnel, respectively, inhibiting translation in both bacterial and mitoribosomes.^18–23^ In bacterial 70S ribosome, CAP binds to the PTC via hydrogen bonds with A2062 (A1962 in yeast mitoribosome) and G2505 (G2771 in yeast mitoribosome).^24^ Since mutations of A2062 and G2505 in bacteria are known to reduce CAP’s inhibitory efficacy on ribosomes, the conformation difference in these nucleotides between G- and D-mitoribosomes predicts that CAP likely has different effects on them (Figure 1C).^24–27^ By contrast, the A2058 (A1958 in yeast mitoribosome), the key nucleotide for the sensitivity and resistance to ERY,^24^ remains unchanged in D-mitoribosome compared with G-mitoribosome (Figure 1D), predicting a comparable sensitivity of D- and G-mitoribosomes to ERY.

To test these predictions, we used a modified mitochondria fluorescent noncanonical amino acid tagging (Mito-FUNCAT) protocol to monitor the translation activity of mitoribosomes in yeast cells in the presence or absence of these antibiotics.^28,29^ This method employs L-homopropargylglycine (HPG), a methionine analog, to label newly synthesized polypeptides, specifically reporting mitochondrial translation activity in cells treated with cycloheximide (CHX) to block cytosolic translation (Figure 1E). Indeed, while ERY can efficiently block mitochondrial translation in cells cultured with both glycerol and glucose, CAP selectively suppresses mitochondrial translation in glycerol-grown cells and has only a limited inhibitory effect on mitochondrial translation in YPD-cultured cells (Figures 1F and 1G). CAP’s inability to inhibit growth in glucose medium was previously attributed to cellular insensitivity to mitochondrial defects in the presence of glucose (Figure S1K).^30^ Our results, however, indicate a different explanation: CAP lacks inhibitory activity on D-mitoribosome, the mitoribosome formed under glucose growth conditions.

We used Bi-Genomic Mitochondrial-Split-GFP (BiG Mito-Split-GFP)^31^ to validate this finding. In this system, the first ten β-strands of GFP (GFP_1–10_) are encoded by mtDNA and translated by mitoribosomes inside the mitochondria. The mitochondria-targeted, mCherry-tagged eleventh β-strand of GFP (GFP_11_) is overexpressed (OE) from the nuclear genome. The reconstitution of GFP_1–10_ with GFP_11_ produces fluorescent GFP, thus reporting the abundance of GFP_1–10_ and mitochondrial translation activity (Figure S1L). ERY treatment led to the depletion of the GFP signal in cells cultured in glucose medium (Figures S1M and S1N). As ERY did not affect yeast growth in the glucose medium, the loss of GFP signal is likely due to the inhibition of new GFP_1–10_ synthesis while existing GFPs are diluted and degraded upon the growth and segregation of the mitochondrial network during cell division (Figures S1K and S1O).^32^ This was not caused by the defects in synthesis or import of mCherry-GFP_11_ (Figure S1M), and the abundance of GFP_1–10_ was validated directly with antibody against GFP_1–10_ (Figures S1P and S1Q). By contrast, cells treated with CAP showed limited reduction of GFP signal even though the cells divided twice during the experiments, during which the mitochondrial mass increased four times, which diluted the existing GFP four times (Figures S1M–S1Q).^32^ Thus, compared with ERY-treated cells, the persistent GFP signal in CAP-treated cells indicates a constant synthesis of new GFP_1–10_ throughout cell cycles, consistent with the observation from Mito-FUNCAT that CAP has a limited inhibitory effect on the mitoribosome in cells cultured in glucose medium. In glycerol-grown cells, neither antibiotic reduced GFP, likely because growth inhibition prevented the dilution of existing GFPs (Figures S1K and S1M–S1Q). These findings suggest that the effectiveness of drugs may vary with the environment due to the structural changes of the target.

As there is no available reference structure of a mitoribosome bound to antibiotics, we used bacterial ribosome structures bound to CAP and ERY as references to evaluate how nucleotide conformational changes may influence mitoribosome sensitivity to these drugs. As expected, comparison of the ERY-binding site A1958 (corresponding to A2058 in the 70S ribosome) revealed that this nucleotide adopts a similar conformation in both D- and G-mitoribosomes, closely resembling that in the bacterial ribosome (Figure S1S). This observation is consistent with the comparable inhibitory effect of ERY observed in both conditions. By contrast, we observed that A1962 adopts different conformations in the D- and G-mitoribosomes, and in both cases these conformations differ from that of A2062 in the bacterial ribosome bound to CAP (Figure S1T). This is likely due to the fact that A2062 is a highly flexible nucleotide that adopts different conformations depending on the presence of antibiotics, nascent peptides, or other structural features.^33–37^ For example, A2062 adopts a distinct conformation in antibiotic-free bacterial ribosomes (Figure S1T). This prevents direct comparison between antibiotic-free mitoribosomes and the bacterial ribosome bound to antibiotics. We were unable to evaluate the second CAP-binding site, G2505 (G2771 in the mitoribosome), due to the absence of G2771 in the G-mitoribosome model. Nevertheless, the distinct conformation of A1962 and structural differences surrounding G2771 between D- and G-mitoribosomes suggest that CAP binding at the PTC region likely differs between the two mitoribosome types. This structural difference is consistent with the differential inhibitory effect of CAP on translation activity in D- and G-mitoribosomes (Figures 1F and S1M–S1O).

### The compositional and conformational difference in MRPs

D-mitoribosomes also differ from G-mitoribosomes by the absence of mS46 and mS47 in the mtSSU and bL35m in the mtLSU (Figures 2A, S2A, and S2B). mS46 is partially buried inside G-mitoribosome by uS10m and h33. Additionally, bL35m is deeply embedded within G-mitoribosome mtLSU by the H31, H38, and H86 of 21S rRNA and numerous associated MRPs. The high resolution of uS10m, h33, H31, H38, H86, and the surrounding rRNA-associated MRPs in the cryo-EM structure of the G- and D-mitoribosome suggests that these elements form stable structures within the mitoribosomes,^15^ making it unlikely for mS46 or bL35m to be released after the assembly of the mitoribosomes. This inherent stability indicates that the probability of nonspecifically losing even a single MRP during sample preparation is low. Consequently, the simultaneous absence of multiple MRPs in the cryo-EM structure of the D-mitoribosome is therefore statistically improbable, indicating that their exclusion reflects a deliberate and biologically relevant compositional difference. It is worth noting that, in addition to the main population of D-mitoribosomes lacking mS47, mS46, and bL35m, we identified a minor (11.5%) population of mitoribosome particles containing mS47 in glucose culture using focused classification (Figure S2C). We did not detect a subpopulation of mitoribosomes containing mS46 and bL35m. What are the biological implications of these mitoribosome compositional differences? We hypothesize that the absence of mS46, mS47, and bL35m in D-mitoribosomes impacts their translation activity, as mitochondria synthesize substantially more OXPHOS subunits in glycerol than in glucose medium due to increased biogenesis and metabolic demands.^3^ To test this hypothesis, we next investigate whether D- and G-mitoribosomes exhibit different translation activities.

### D-Mitoribosome differs from G-mitoribosome in translation activity

To quantitatively compare translation activities between different mitoribosomes, we employed a pulse labeling strategy with methionine analog HPG and Click-iT chemistry to follow the translation activity inside the mitochondria of cells treated with CHX, which blocks cytosolic translation.^28,29^ The cells from YPG culture showed about 8 times higher HPG signal than the counterpart from YPD culture (Figures 2B–2D). Similar results were observed using the orthogonal approach with mtDNA-encoded GFP_1–10_ from BiG Mito-Split-GFP in the absence of CHX (Figures 2E–2H).

To rule out the possibility that the significantly higher HPG signal and Mito-Split-GFP abundance in YPG-cultured cells were simply due to increased mitoribosome abundance, we quantified the abundance of MRPs and mt-rRNAs in cells cultured in YPG and YPD. We imaged and quantified 54 endogenously GFP-tagged MRPs, which are functional as shown by normal cell growth and morphology in YPG for imaging (Figures S2D and S2E). The abundance of these 54 MPRs varied, consistent with previous observations that the stoichiometry of different ribosomal proteins (RPs) is not uniformly 1:1.^38,39^ On average, MRP abundance per cell differed by approximately 2-fold between YPG and YPD cultures (Figure 2I). This difference is likely a result of combined transcriptional and post-transcriptional regulation driven by metabolic signals between the two growth conditions (Figures S2F and S2G). 

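The RNA side of this comparison came from wild-type BY4741, a haploid laboratory strain of the S288c background, grown overnight in SC, a defined medium, with glucose or with glycerol and with 3 biological replicates of each. The fluorescence measurements of MRP abundance came from YPD and YPG cultures, so the RNA and the protein side differ in medium. Poly(A) RNA was selected, and the libraries were sequenced without strand information. The authors deposited the reads they counted on each of 7126 genes, without normalization, together with FPKM values and their own fold changes. The aligner, the counting program and the test behind the fold changes are not named in the paper's text. The glucose libraries held 15862040, 17318484 and 15289163 counts on genes (median 15862040), and the glycerol libraries 18633910, 16325044 and 20038052 (median 18633910). Transcripts of cytosolic ribosomal proteins took between 24.1 and 27.5% of the counts in glucose and between 5.45 and 6.47% in glycerol. The TMM factors of edgeR are meant to absorb such a difference in composition, and lay between 0.829 and 0.865 for glucose and between 1.18 and 1.20 for glycerol. They rest on most genes being unchanged, whereas 81.8% of the tested genes differed here. Whether they also removed a real shift of most transcripts cannot be told from these counts. The 6330 genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and every log2 fold change is glycerol over glucose. Scaling is the choice that moves these values most, since the median log2 fold change of all tested genes was 0.03 with TMM and 0.52 with library totals alone. The fold changes are therefore relative to the other transcripts and give no amount per cell.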

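Table S1 lists 75 MRPs, of which 74 are encoded in the nucleus, and the transcripts of all 74 passed the count minimum. Their median log2 fold change was 0.09, a fold of 1.06, and lay 0.06 above the median of all tested genes. The list did not stand apart from the other transcripts in limma's camera test with a preset inter-gene correlation of 0.01 (p = 0.653). It did not do so with the correlation estimated from the libraries at 0.173 (p = 0.880). That form of camera did not set the cytosolic ribosomal proteins apart either, although 128 of 132 were lower, with a median of -2.47. It did set apart the genes of glucose depletion, at a median of 5.60. A miss in it therefore does not exclude a smaller shift of the MRPs. In limma's fry test, which asks whether the members of a list shift together and does not set them against other genes, the p was 0.0654. With each library left out in turn, the distance from all genes lay between -0.0056, without glucose replicate 3, and 0.13. Without a composition factor the MRP median was 0.59, and its distance from all genes stayed at 0.06. A fold of 2 or more was found for 9 of the MRPs, and a fold of 0.5 or less for 4. Both counts depend on the scaling. Without a composition factor, uS8m and mL58 left the lower group, at log2 fold changes of -0.81 and -0.69, while uL30m stayed in it at -1.08. Of the transcripts named here, that of mS46 then joined the upper group, at 1.00. Under TMM, those from uS12m at 0.91 to mS44 at 0.56 lay between the upper group and mS46, at 0.50. They are therefore likely to have joined too, so mS46 is probably not the only addition. The transcript of bL9m, at -1.03 under TMM, is likely to have left the lower group. From the changes in MRP transcripts and their comparison with the changes in protein (Figures S2F and S2G), the paper proposes that metabolic signals act on MRP abundance at both levels.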

The 2-fold MRP abundance difference aligns with the observed 2.5-fold increase in mt-rRNA abundance in mitochondria purified from YPG-cultured cells compared with YPD-cultured cells (Figures 2J and S2H). This 2–2.5-fold higher abundance of G-mitoribosome compared with D-mitoribosome sharply contrasts with the 8-fold increase in translation activity observed in cells cultured in YPG versus YPD media. These results demonstrate that each G-mitoribosome is 2–3 times more productive than the D-mitoribosome, highlighting a significant enhancement in mitochondrial translation activity under respiratory conditions.

### The G-mitoribosome-specific MRPs control translation activity and metabolism of mitochondria

Next, we asked whether these G-mitoribosome-specific MRPs (mS47, mS46, and bL35m, collectively referred to as MRPs^G^) are necessary and sufficient to modulate mitoribosome activity. Knocking out MRP^G^ resulted in poor growth in glycerol medium but exhibited normal growth in glucose medium, confirming their importance for cells to thrive under respiring conditions (Figure S2I). A conventional explanation is that although the absence of MRPs^G^ disrupts mitoribosome function, these fermenting cells in glucose medium are not sensitive to dysfunctional mitoribosomes, as these cells primarily derive their energy from glycolysis. Surprisingly, an mtDNA-encoded GFP_1–10_ reporter revealed that these knockout cells maintained normal levels of translation activity in glucose medium, suggesting that D-mitoribosome function and translation activity remain unaffected by the absence of these MRPs^G^ (Figures S2J–S2L). This also suggests that the minor population of D-mitoribosomes carrying mS47 is not responsible for the mitochondrial translation activity under glucose conditions. By contrast, knocking out these MRPs^G^ significantly reduced the translation activity in cells cultured in glycerol medium, in agreement with the presence of these MRPs^G^ in the G-mitoribosome structure and the poor growth of MRPs^G^ knockout cells in glycerol medium (Figures S2I and S2M–S2O). Notably, despite reduced activity, these mutant mitoribosomes remain functional and continue to translate proteins in glycerol medium (Figures S2M–S2O). This demonstrates that the absence of MRPs^G^ incorporation results in a functional, albeit less active, mitoribosome, consistent with the previous studies.^40–42^ A previous study reported that deletion of bL35m had a negligible impact on mitochondrial respiration and translation.^41^ This discrepancy may be attributed to differences in genetic background—S288c in our study versus W303 in the previous one, which differ by ~15% of the genome—as well as the ectopic expression of RNR1 in the bL35m deletion strain used in that study. Nevertheless, metabolism-dependent antibiotic resistance was also observed in the W303 background (Figures S2P versus S1N). In addition, under fermentative growth, deletion of bL35m only modestly reduced mtDNA abundance (Figure S2Q), suggesting that the impact of bL35m loss on mtDNA maintenance is minimal under this condition. Therefore, MRPs^G^ are essential for assembling a mitoribosome with enhanced translation activity in cells cultured under respiration conditions but are dispensable for the normal activity of mitoribosomes in fermenting cells, which normally have lower mitochondrial translation activity.

These MRPs^G^ are expressed at higher levels in glycerol condition compared with glucose culture (Figure S3A). To test whether these MRPs^G^ are sufficient to modulate mitoribosome translation activity, an extra copy of these three MRPs^G^ under the Z3EV promoter was introduced into wild-type cells to co-express and increase the abundance of these MRPs in cells cultured in glucose medium through the leakage expression of the Z3EV promoter (Figure S3B).^43^ Co-immunoprecipitation (coIP) confirmed that these ectopically OE MRPs^G^ were incorporated into D-mitoribosomes without increasing the abundance of other MRPs (Figures S3C–S3E). These modified D-mitoribosomes are referred to as D-mitoribosome^+G^ in the following text. Interestingly, D-mitoribosome^+G^ exhibited increased sensitivity to CAP than wild-type D-mitoribosome, suggesting that the incorporation of these MRPs^G^ also affects the structure of the rRNA (Figure S1R). HPG pulse labeling and the mtDNA-encoded GFP_1–10_ reporter revealed that D-mitoribosome^+G^ was approximately two times more productive than D-mitoribosome in wild-type cells, even though both were cultured in glucose (Figures 3A–3C, S3F, and S3G). This was not due to extra-ribosomal functions of MRPs^G^, as overexpressing individual MRPs^G^ had limited or no effect on mitochondrial translation activity (Figures S3H–S3K). Together, these results demonstrate that the G-mitoribosome-specific MRPs are both necessary and sufficient to modulate mitoribosome activity.

We next investigated whether the enhanced translation activity of D-mitoribosome^+G^ is physiologically relevant and impacts mitochondrial functions. These glucose-cultured cells with D-mitoribosome^+G^ exhibited a significantly increased mitochondrial respiration compared with control cells with D-mitoribosome (Figure 3D). This increased mitochondrial respiration was unexpected, given that the mitoribosome translates only seven subunits of the OXPHOS complexes, while most components of these complexes, along with other mitochondrial enzymes involved in respiration, are encoded by nuclear DNA and translated in the cytosol. The enhanced mitochondrial respiration in D-mitoribosome^+G^ cells suggests that the enhanced translation activity of the mitoribosome orchestrates an increase in the biogenesis of many mitochondrial proteins encoded by nuclear DNA. Indeed, D-mitoribosome^+G^ cells cultured in glucose exhibited significantly increased biomass of mitochondrial network (Figures 3E and 3F). This increased mitochondrial biomass was associated with higher abundance of mitochondrial proteins across all four sub-organellar compartments, including numerous nuclear DNA-encoded OXPHOS components and TOM-TIM complex subunits (Figures S3L and S3M). The elevated levels of TOM-TIM complexes suggest that these cells are primed to import additional mitochondrial proteins synthesized in the cytosol. Knocking out Tpk1/3 of the cytosolic PKA signaling pathway reduces the mitochondrial biogenesis effect of D-mitoribosome^+G^ (Figures S3N and S3O).^44^ This suggests that D-mitoribosome^+G^ sends retrograde signals via Tpk1/3 to the nucleus to regulate mitochondrial biogenesis programs. Collectively, these findings demonstrate that enhancing mitochondrial translation can increase mitochondrial respiration and biogenesis in glucose-cultured cells. Conversely, knocking out these G-mitoribosome-specific MRPs reduces both mitochondrial translation and mitochondrial biogenesis in glycerol-cultured cells (Figures S2M–S2O, S3P, and S3Q).

Given this unexpected role of the MRPs^G^ in regulating mitochondrial translation, respiration, and biogenesis, we investigated whether these MRPs^G^ can suppress age-associated mitochondrial dysfunction—a conserved hallmark of aging resulting from a decline in mitochondrial biogenesis.^45^ We observed reduced mitochondrial translation activity during the replicative aging of wild-type cells cultured in glucose medium (Figure 3G). By contrast, the age-matched D-mitoribosome^+G^ cells maintained significantly higher mitochondrial translation activity during aging under the same conditions (Figure 3G). Consistent with the observations in young cells, aged D-mitoribosome^+G^ cells also exhibited increased mitochondrial biomass compared with the old wild-type cells (Figure 3H). These results suggest that MRPs^G^ are critical and sufficient to prevent mitochondrial biogenesis defects during aging.

### Origins of structural differences between D- and G-mitoribosomes

Next, we sought to elucidate the origins of the structural and compositional disparities between D- and G-mitoribosomes. We hypothesized that these widespread differences across the MRPs and rRNA result from context-dependent assembly of mitoribosomes. Notably, a detailed Ccm1-mS47-Rsm22-uS10m-mS46 assembly pathway has recently been reported for the late steps of mitoribosome mtSSU biogenesis in respiring glycerol medium.^46^ This pathway suggests that during the late stage of mtSSU biogenesis, the release of chaperone Ccm1 permits the removal of the 5′ end precursor and nucleotides 8–12 of the 15S rRNA and the insertion of mS47, which stabilizes the 223–276 residues of mS45. The replacement of Ccm1 by mS47 then triggers the dissociation of another chaperone, Rsm22, followed by conformational changes in the C-terminal peptide of uS10m, allowing the insertion of mS46.^46^ This ultimately changes the conformation of the uS10m C terminus to lock mS46 inside the mtSSU of the G-mitoribosome (Figures 4A and S4A, glycerol pathway; Video S2).

The Ccm1-mS47-Rsm22-uS10m-mS46 assembly pathway highlights that the compositional and structural differences between the mature D- and G-mitoribosomes are not random but are instead intricately coordinated, reflecting an underlying internal connection originated from these biogenesis steps (Figures 4A and 4B; Video S2). The D- and G-mitoribosomes share the biogenesis steps, including the removal of the 5′ end precursor, the replacement of nucleotides 8–12 of 15S rRNA by the C-terminal residues 294–306 of uS5m, and the maturation of multiple rRNA helices (Figures S4B and 4C; Video S3). However, D-mitoribosome differs from G-mitoribosome in the late assembly steps in that D-mitoribosome skips the incorporation of mS47 and mS46, leading to multiple conformational differences across the entire mtSSU. The lack of mS47 incorporation in the D-mitoribosome prevents the stabilization of the 223–276 residues of mS45 in D-mitoribosome (Figures 4C, S4C, and S4D; Videos S2 and S4). The lack of mS47 incorporation during D-mitoribosome mtSSU assembly likely also affects the downstream insertion of mS46 in D-mitoribosome, based on the described sequential assembly mechanism.^46^ This is probably because uS5m spans across the body-head domain of the mtSSU, with its N terminus wrapping around uS10m and interacting with mS46, while its C terminus interacts with mS47/mS45 (Figures 4C and 4D). Since the mS46 insertion changes the conformation and stabilizes uS10m’s C terminus,^46^ the lack of mS46 insertion in D-mitoribosome prevents the resolution of uS10m’s C terminus by cryo-EM (Figures 4D, S4A, S4E, and S4F; Videos S2 and S4). In addition, skipping the insertion of mS47 and mS46 during the assembly of D-mitoribosome also leads to conformational changes in residues 292–345 of mS45, chain cc (an unknown MRP in G-mitoribosome), residues 311–319 of mS35, and residues 30–78 of Var1 in D-mitoribosome that are different from both assembly intermediates and G-mitoribosome (Figures S4G and S4H).

These differential MRP installations during the assembly of D- and G-mitoribosomes likely cause some rRNA structural differences between D- and G-mitoribosomes, as many rRNA regions fold and mature following the insertion of these MRPs.^46^ This is consistent with the observation that D-mitoribosome^+G^ exhibited increased sensitivity to CAP than wild-type D-mitoribosome, suggesting that the incorporation of these MRPs^G^ converts the PTC regions—where CAP is known to interact—into a conformation resembling that of G-mitoribosome (Figure S1R). Moreover, while most of the 15S rRNA helices mature similarly from assembly intermediates to D- and G-mitoribosomes (Figure S4B), we identified several conformational differences in the 15S rRNA between D- and G-mitoribosomes (Figures 4E and S5A–S5D). For instance, three regions (A1102/G644–A646, A1584–1585, and A1645) of the decoding center, which form a triangular structure that encircles the mRNA, adopt distinct conformations in D-mitoribosome compared with G-mitoribosome (Figures 4E and S5A). Consistent with the role of these MRP installations in rRNA folding, these decoding center regions adopt distinct immature conformations in the assembly intermediates lacking these MRPs, differing from those observed in both D- and G-mitoribosomes (Figure S5B). This suggests that those decoding center regions undergo folding and maturation following the release of Rsm22 and the incorporation of mS46.^46^ Similarly, the absence of bL35m during the maturation of the D-mitoribosome mtLSU may contribute to the distinctive structures observed in the P loop (H80) and the PTC loops, as the incorporation of its human homolog, bL35, precedes the folding of the P loop (H80) and the PTC loops in mitoribosome biogenesis.^47^

### Mechanistic model

Our findings reveal unexpected modifications in the structure and activity of mitoribosomes in response to metabolic environment (Figure 5). Under non-fermentable carbon sources, mitochondria incorporate mS47, mS46, and bL35m into the G-mitoribosome, assembling a highly active ribosome complex that enables cells to thrive under respiring conditions. By contrast, during glucose fermentation, the maturation of the D-mitoribosome follows a distinct pathway in the late assembly steps, bypassing the incorporation of mS47 and mS46 in the mtSSU and bL35m in the mtLSU. This results in a structurally distinct but functional D-mitoribosome with reduced activity, likely due to the different folding and maturation of key rRNA regions, including the decoding center and PTC, which happen after the installation of these MRPs^G^ during mitoribosome assembly. Removing these G-mitoribosome-specific MRPs from the G-mitoribosome reduces its translation activity, whereas increased expression and incorporation of these MRPs in the D-mitoribosome enhances its translation activity. This MRPs^G^-dependent regulation of mitoribosome activity plays a critical role in mitochondrial biogenesis: the absence of MRPs^G^ blocks mitochondrial biogenesis induced by non-fermentable carbon sources. Conversely, their increased expression promotes mitochondrial biogenesis even under glucose fermentation conditions, which typically suppress mitochondrial biogenesis. The observation that enhanced mitoribosome activity induces not only OXPHOS proteins but also other mitochondrial proteins suggests a mitoribosome activity-dependent regulatory mechanism of nuclear mitochondrial biogenesis programs.

## DISCUSSION

Compared with the robust and extensive cytosolic signaling pathways that regulate cytosolic translation activity, mitochondria lack an autonomous signaling network for modulating their own translation activity. The prevailing model posits that mitochondrial translation activity is controlled indirectly by the availability of cytosol-translated OXPHOS subunits, which release chaperone-like mitochondrial translation activators to bind nascent peptides on mitoribosomes.^5,6^ Our findings reveal an alternative regulatory mechanism of mitochondrial translation activity: growth conditions and metabolic contexts can alter the composition and structure of rRNAs and MRPs to adjust the activity of mitoribosomes. This mechanism provides an additional layer of control over mitochondrial protein synthesis, compensating for the absence of a sophisticated translation-modulating signaling network within mitochondria. Importantly, changing mitochondrial translation activity can feed back to control the biogenesis of nuclear-encoded mitochondrial proteins. This mitoribosome activity-dependent regulatory mechanism of nuclear mitochondrial biogenesis programs challenges the conventional view that mitoribosome activity is merely a passive downstream response to the availability of cytosol-translated OXPHOS proteins. Instead, it reveals a dynamic interplay between mitochondrial translation and nuclear gene expression, with mitoribosome activity actively signaling back to the nucleus to modulate the mitochondrial biogenesis programs. Overall, our findings establish that the metabolic environment modulates mitoribosome assembly and structure, providing a noncanonical mechanism for regulating mitochondrial translation activity to align with the metabolic demands for OXPHOS and mitochondrial biogenesis.

Interestingly, although the majority of mitoribosome particles do not incorporate mS47, mS46, and bL35m, these three mitoRPs are still expressed but remain unassembled into the ribosome complex. This suggests that these MRPs may serve mitochondrial functions independent of their role as mitoribosomal components. For example, mS47 is a catalytically active enzyme structurally similar to human 3-hydroxyisobutyryl-coenzyme A (CoA) hydrolase, a mitochondrial protein associated with hereditary mitochondrial disease but not part of the human mitoribosome.^15^ Metabolic signaling pathways are known to induce mitochondrial biogenesis, including MRP expression, upon shifting cells from glucose to glycerol. 

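In the RNA-seq comparison of glycerol with glucose cultures, the transcripts of the MRPs of both subunits can be set side by side. For the 41 MRPs of the mtLSU in Table S1, the median log2 fold change was -0.11, with 12 transcripts higher and 16 lower in glycerol at an adjusted p under 0.05 in edgeR's quasi-likelihood test. For the 33 nuclear-encoded MRPs of the mtSSU the median was 0.22, with 16 transcripts higher and 9 lower. Medians and counts depend on the scaling, since without a composition factor the medians were 0.39 for the mtLSU, with 26 transcripts higher and 4 lower, and 0.72 for the mtSSU, with 24 higher and 3 lower. With each library left out in turn, the count of lower mtLSU transcripts ran from 9, without glycerol replicate 3, to 19, without glucose replicate 3, and the mtLSU median from -0.15 to -0.06. The difference between the medians, -0.33 under either scaling, was not past the threshold when the subunit labels were permuted across genes (two-sided permutation test with 100000 resamples, p = 0.0867), and genes are not independent replicates. It was past the threshold in 3 of the 6 fits that each left out a library, at -0.40 without glucose replicate 1 (permutation p = 0.0221), -0.41 without glycerol replicate 2 (permutation p = 0.0301) and -0.39 without glycerol replicate 3 (permutation p = 0.0472). The permutation p was at most 0.119 over those 6 fits.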

The skewed correlation between MRP transcripts and protein abundance indicates that additional post-translational regulatory mechanisms control MRP supply, which influences mitoribosome assembly and activity. Future studies are needed to elucidate how environmental cues regulate MRP availability and the mitoribosome assembly pathway to modulate translation activity, as well as to define the mechanisms underlying the retrograde signaling from the mitoribosome to the nuclear mitochondrial biogenesis program.

### Limitations of the study

In this study, we proposed a detailed origin of the compositional and conformational changes in the mtSSU related to mS47 and mS46, informed by a recently published mtSSU assembly pathway. Although we drew on insights from the human mtLSU, it remains unclear how the absence of bL35m incorporation during mtLSU assembly affects the folding of the PTC and P loop, as the assembly pathway in yeast remains uncharacterized and reference structures of assembly intermediates are currently lacking. These limitations preclude a direct structural comparison similar to what we performed for the mtSSU. Consequently, the origin of the compositional and conformational changes in the mtLSU of D- and G-mitoribosomes remains unresolved. Future structural characterization of mtLSU assembly intermediates will be essential to address this question. In addition, the mitoribosome structures and functions analyzed in this study are based on S288c-derived strains. Future work will be needed to determine whether the substantial genetic differences between S288c and W303 contribute to variations in mitoribosome structure and functions.

## RESOURCE AVAILABILITY

### Lead contact

The lead contact is Dr. Chuankai Zhou ().

### Materials availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact.

### Data and code availability

- The cryo-EM maps have been deposited in the Electron Microscopy Data Bank under EMDB: EMD-42720 and EMD-42687. The atomic models have been deposited in the Protein Data Bank under PDB: 8UXA and 8UX4. RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GEO: GSE301747, with raw FASTQ data available through the Sequence Read Archive (SRA) under accession number SRA: PRJNA1285088. In addition, the maps/models as well as other raw data have been deposited in Mendeley Data and can be accessed with this link Mendeley Data: https://data.mendeley.com/preview/by7j6d4vmx?a=9030f211-e554-4eb5-b115-9bac393f42b9.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Yeast strains and reagents

All the yeast strains used in this study are based on the BY4741 strain background. The GFP-tagged strains used for imaging were from the GFP collection.^49^ All new strains were constructed based on PCR mediated homologous recombination^53^ and genotyped with colony PCR to confirm correct genetic modification. The flag-tagged strains were either generated by PCR amplification of the 3xFlag cassette from tagging plasmids based on pFA6a^54^ or swapped from the GFP library strain directly using the swap plasmid and primers. Ectopic expression of protein was achieved by integrating the linearized plasmids into the TRP1 locus. All plasmids were constructed based on Gibson assembly with Gibson Assembly Master Mix (New England Biolabs, E2611S). The GFP nanobeads were prepared in our lab. The strains, plasmids, primers, antibodies, and chemical reagents used in this study are listed in key resources table.

Yeast cells were grown in YEP with 2% dextrose (YPD) or 2% glycerol (YPG) for over 18 hrs at the indicated temperature. Fresh YPD was used to refresh the glucose culture before imaging. The OD_600_ of cell culture was maintained between 0.4–1.0 overnight and throughout the experiments to avoid metabolic shifts caused by glucose exhaustion. For GFP strains cultured for imaging, 6 ml of cell culture in a 25 ml tube was grown in a rotator drum with constant speed at the indicated temperature. For the cell culture for mitoribosome complex purification, yeast cells were cultured in flask and grown in shaker with a shaking speed at 220 rpm. Yeast cells were harvested, and the pellets were flash frozen in liquid nitrogen and kept at −80 °C before the purification. Similarly, the culture was also refreshed and maintained mid-log OD as above before harvesting.

All mediums used in the study were prepared by autoclaving the yeast extract and peptone for 20 min before adding the filtered carbon source as indicated.

All images were processed by Image J or Fiji software (NIH, Bethesda, MD). For visualization purposes, images were scaled with the bilinear interpolation for figures. The software and algorithms used in this study are listed in key resources table.

### METHOD DETAILS

#### Confocal microscopy

All images other than the super-resolution images and aged cell images were acquired using a Carl Zeiss LSM-510 Confocor 3 system (equipped with two single-photon sensitive APD detectors) with a 100× 1.45 NA Plan-Apochromat objective and a pinhole of one airy unit. The system was driven by Carl Zeiss AIM software for the LSM 510. 488/561 nm excitation was used to excite GFP/RFPs, and emission was collected through the appropriate filters onto the single photon avalanche photodiodes on the Confocor 3. All GFP images were acquired through a 500–550 nm filter. RFP images were acquired with a 580nm long pass filter on the Confocor 3.

The aged cell images were acquired using a Nikon CSU-W1 SoRa spinning disk confocal microscope system equipped with a 100× 1.49 NA Plan-Apochromat objective and a 60× 1.27 NA Plan-Apochromat objective. The Z direction motion is controlled by a Piezo Z stage.

All the cells other than the MitoTracker^™^ stained samples and aged cells were imaged on the slide with coverslip. The MitoTracker^™^ stained cells and aged cells are imaged in 384 well glass plate (Cellvis, P384–1.5H-N, US).

#### GFP strain imaging under different conditions

GFP strains from the GFP library (−80 °C) were refreshed onto YPD plates. The liquid culture was prepared from the fresh yeast plate with 6 ml medium in a 25 ml glass tube and cultured in a rotator drum. The cells in YPD were cultured for more than 14 hrs before refreshing with fresh medium, and the cells in YPG were cultured for more than 20 hrs due to its slower growth. The OD_600_ of cell culture was maintained below 1.0 to ensure sufficient nutrient availability in the medium and consistent metabolism across the cell cultures, as glucose depletion is known to cause metabolic shift. GFP-tagged MRP genes that are malfunctional and cannot grow well in YPG are removed from the comparison.

#### Mitochondrial isolation

*Saccharomyces cerevisiae* strain (bL17m-3C-GFP) was refreshed on YPD plate 2 days ahead at 30 °C. The OD_600_ of the cell culture grown in YPD was kept under 1.0 throughout the experiment (including overnight) to avoid metabolic shift to respiration. Prior to harvesting, the culture was refreshed once with fresh YPD medium for 2 to 4 hrs. Cells cultured in YPG were harvested until an OD_600_ of 1.5 was reached. Cells were harvested at 3,500 g for 5 min, and washed once with 100 ml ddH_2_O. After washing, cells were incubated with 0.1M Tris-SO_4_ (pH 9.5) with 10 mM DTT for 5 min at room temperature, then the cells were pelleted and washed in digestion buffer (20 mM K_2_HPO_4_-HCl, pH 7.4, 1.2 M sorbitol). The cell pellet was resuspended in Lallzyme MMX (Lallemand Inc.) solution (4 g Lallzyme per gram of cells) and digested at room temperature with slow shaking at 100 rpm for 15 min. The cells were then pelleted at 3,000 g for 5 min and washed twice with pre-chilled digestion buffer. All subsequent procedures were carried out at 4 °C.

The cells were resuspended in the homogenization buffer (20 mM HEPES-KOH, pH 7.5, 0.6M sorbitol, 1 mM EDTA). The cell clusters were disassociated thoroughly by applying the cell suspension through a 10μm PTFE syringe filter (Tisch Scientific, SPEC18230, US). The well-separated cells were then lysed by filtering the cells through the 5 μm PTFE syringe filters (Tisch Scientific, SF15015, US). All the lysates were collected and pelleted at 2,000 g for 10 min to remove the intact cells or other organelles from lysate. The supernatant was collected and further centrifuged at 4,500 g for 10 min to remove large cell debris. The supernatant was then centrifuged at 13,000 g for 10 min to pellet the crude mitochondria. The crude mitochondria were resuspended with SEM buffer (250 mM Sucrose, 20 mM HEPES-KOH, pH 7.45, 1 mM EDTA). The crude mitochondria were further purified by centrifuging with a 15%–60% sucrose gradient at 41,000 rpm for 1 hr at 4 °C. The mitochondria located between 32% to 60% sucrose were collected and snap frozen in liquid N_2_. The purified mitochondria were stored at −80 °C.

#### Purification of mitoribosome

Cytosolic ribosomes cause significant contamination in mitochondrial ribosome purification due to low mitochondrial ribosome abundance in YPD. To minimize the cytosolic ribosome contamination, mitoribosomes from YPD culture were purified based on the affinity purification. In brief, the purified mitochondria from above protocol (stored at −80 °C) were equalized on ice and washed twice by SEM buffer (250 mM Sucrose, 20 mM HEPES-KOH, pH 7.45, 1 mM EDTA). The mitochondria pellet was further solubilized with 3 volume of cold mitochondria lysis buffer (25 mM HEPES-KOH pH 7.5, 100 mM KCl, 25 mM MgOAc, 1.7% Triton X-100, 2 mM DTT with 100 ug/ml Chloramphenicol, 100 ug/ml Erythromycin) with gentle mixing immediately. The lysate was gently mixed for 20 min at 4 °C to improve the mitochondria lysis. The lysate was further cleared by centrifuging at 30,000 g for 20 min to remove the membrane fraction. The supernatant was collected and incubated with the GFP nanobody beads for 2 hrs at 4 °C. The collected beads were washed 3 times with washing buffer (25 mM HEPES-KOH, pH 7.5, 100 mM KCl, 25 mM MgOAc, 1.7% Triton X-100, 100 ug/ml Chloramphenicol, 100 ug/ml Erythromycin) and once with washing buffer without Triton. To remove the tag, 0.8–1.2 mg/ml HPV-3C protease (Millipore Sigma, SAE0045, US) was applied to the GFP nanobody beads and the digestion was performed at 4 ° C for 3 hrs. After brief centrifugation, the digest was applied to the Amicon Ultra-0.5 Centrifugal Filter Unit (30 kDa) (EMD Millipore, UFC503096, US) and centrifuged at 14,000 g to a final volume of ~20 ul. The mitoribosome concentration was estimated by measuring A260 with Nanodrop (Thermo Scientific, US).

#### Amine functionalized GO grids preparation

Preparations and functionalization of Graphene Oxide (GO) grids were performed according to published protocol.^55,56^ Briefly, an epoxy coated stainless steel mesh stand was placed at the bottom of a glass petri dish filled with DI water. 300 Mesh, R1.2/1.3 Au Quantifoil grids were placed on the mesh stand with carbon side facing upward. The GO solution was spread onto the water surface with a syringe. Then the water in the dish was removed and the GO coated grids were allowed to dry at the room temperature. These dried GO-covered grids were then submerged in 10 mM ethylenediamine solution diluted in dimethyl sulfoxide and incubated for 5 hrs at room temperature, followed by washing twice with DMSO, twice with autoclaved water, twice with ethanol, and dried under ambient conditions. These modified grids were stored dry at −20 °C until use.

#### Electron microscopy sample preparation and data collection

Freshly prepared mitoribosome was first checked with negative staining. Negative staining of the mitoribosome was done with 0.75% uranium formate according to published protocol.^57^ Grids were examined using an FEI T12 microscope at 120 kV, and images were collected using a 4k × 4k charge-coupled device (CCD) camera (UltraScan 4000, Gatan).

##### Prepare cryo-grids

Fresh mitoribosome samples (2.5μl) were applied onto the amine functionalized Graphene Oxide grids, and then blotted with No.1 blotting filter paper from TED PELLA for 4 s (blotting force was preset to 0), followed by plunge-frozen in liquid ethane cooled by liquid nitrogen using a Thermo Fisher Vitrobot IV (sample chamber set at 22°C and 100% humidity).

##### Data collection

Grids were examined and screened using an FEI Arctica Talos at 200 kV with a Gatan K3 camera. The grids with high quality ice and mitoribosome particles were used for data collection on a Titan Krios at the UCSF Cryo-EM Center for Structural Biology operated at an acceleration voltage of 300 kV and equipped with a BioQuantum energy filter (slit width set to 20 eV) and a K3 direct electron detector (Gatan).

Cryo-EM datasets were collected using SerialEM.^58^ Multishot collection (3×3 arrays) was performed with beam-tilt compensation and a maximum image shift of 3.5μm. All images were acquired with a nominal magnification of 105k, resulting in a physical pixel size of 0.835Å. Defocus range was set from −0.8 μm to −2.0 μm. A total of 16,372 images were collected, each was dose-fractionated to 117 movie frames with a total exposure time of 5.9 s, resulting in a total fluence of ~67 electrons per Å^2^.

#### Cryo-EM data analysis

All the movies were motion corrected by MotionCorr2,^59^ followed by manual inspection to exclude bad micrographs that are not suitable for further processing. CTF determination was performed by Ctffind4^60^ which is incorporated in RELION4.0.^61^ 9,126 micrographs with the good quality were kept for further analysis, from which 485,179 picks were autopicked by RELION 4.0 laplacian autopicking at default settings and with the picking threshold at 0.05. Extracted particles were subjected to multiple runs of 2D classifications with a 360Å-diameter mask and regularization parameter T at 2 to exclude the junk particles and LSU only particles. 277,072 particles with a rough shape of ribosome were pooled together for 3D classification into 4 classes with a general mask at 180 Å and T regularization value at 4. The initial reference map was obtained by low pass filtering the PDB 5MRC to 30 Å. Only one resulting class of 54,042 particles from 3D classification shows a shape of intact ribosome, which were further refined in Relion4.0, followed by 3D classification. This resulted in two groups of particles, later named as D-mitoribosome class I (12,907 particles) and D-mitoribosome class II (24,966 particles). Particles of D-mitoribosome class II were further subjected to one more round of 3D classification without alignment, yielding 14,543 particles for 3D high-resolution reconstruction of class II D-mitoribosome. Final reconstructions of D-mitoribosomes were calculated by using cisTEM.^62^ Resolutions were estimated using the gold standard Fourier shell.^63^

##### Focused 3D classification

To explore the mitochondrial ribosome heterogeneity, particles of D-mitoribosome class I and II were further analyzed by focused 3D classifications with a mask of mS47, resulting in three distinct groups that were further refined and reconstructed with cisTEM.

Meanwhile, Global 3D classification was done with CryoDRGN using default parameters.

#### Model building

For the model building, the initial model was generated by fitting the available coordinates into our cryo-EM density maps. These coordinates include the G-mitoribosome (PDB ID 5MRC), rRNA of L7/12 stalk and L1 stalk from PDB ID 6ZSD and 7TOP, and the uL10m and uL11m from Alphafold.^64^ The inconsistent parts were then manually built and refined in coot.^65^ The structures were refined using Phenix^66^ with secondary structure constraints.

#### Mito-FUNCAT assay (Fluorescent noncanonical amino acid tagging for mitochondrial translation)

Yeast cells were cultured overnight in the indicated conditions and refreshed for 2–4 hrs before harvesting. 1 OD_600_ cells were used for the Click-iT mitochondrial translation assay (Mito-FUNCAT). To test the impact of the antibiotics on mitochondrial translation, the cells were incubated with the culture medium including 2 mg/ml Chloramphenicol (CAP), 2 mg/ml Erythromycin (ERY) for 30 min under indicated conditions, respectively. Cells were harvested and washed with SC without methionine and with glucose or glycerol twice and continued to be cultured in the SC without methionine and with glucose or glycerol with 500uM L-Homopropargylglycine (HPG), 100 ug/ml Cycloheximide and antibiotics with the indicated concentrations for another 15min. The cells were collected by centrifuging at 3,000 g for 1 min and washed twice with icy Buffer A (300 mM Sucrose with 10 mM HEPES, 10 mM NaCl, 5 mM MgCl_2_, pH 7.5). Cells were resuspended with icy Buffer A with 1 mg/ml of freshly prepared digitonin and rotated at room temperature for 15 min. After two rounds washing with icy Buffer A, cells were fixed and permeated in the Buffer A with 3.7% Formaldehyde for 15min, following by two rounds washing with icy Buffer A. Click chemistry was performed using the Click-iT^™^ HPG Alexa Fluor^™^ 594 Protein Synthesis Assay Kit (Invitrogen^™^, C10429, US) with azide Alexa Fluor 594. The click reaction was performed in dark for 30 min in the rotator and terminated with two rounds washing of reaction rinse buffer. All the imaging was performed using Zeiss LSM510 and APD (Carl Zeiss, Jena, Germany).

#### Relative rotation analysis of the mtSSU and mtLSU

The 2D rotation plots for backbone phosphorus atoms, alpha carbons, and both together were generated by choosing a plane maximally separating atoms in the SSU and LSU and projecting the body backbone atoms of the SSU onto this plane. For the comparison between D-mitoribosome class I and class II, vectors start at the D-mitoribosome class I backbone positions and extend to the D-mitoribosome class II backbone positions. Colors correspond to 3D distances. A center of rotation was determined by maximizing the tangentiality of the vectors relative to a potential center. In this way, the center of rotation was chosen such that vectors from the center to the D-mitoribosome class I backbone position were maximally orthogonal to vectors from the D-mitoribosome class I to class II backbone positions. Then, an angle of rotation was computed for each backbone atom based on its distance moved in the plane and its distance from the center. For these steps, only backbone displacements over 3 Angstroms were included to avoid spurious shifts.

The implementation of this procedure to analyze the relative rotation of 15s rRNAs or subunits from two structures is available at https://github.com/willnickols/yeast_mitoribosome_viewing.

#### Oxygen consumption rate (OCR) measurement with Seahorse

Cells were cultured overnight in YPD medium to OD_600_ ~0.5 and refreshed the following day for 4–5 hrs. Cell density was determined using Countess^™^ Cell Counting Chamber Slides and the EVE^™^ automated cell counter (NanoEntek, KOR). Around 2 × 10^6^ cells were added into each well that has been pretreated with 80 μL of 0.1 mg/ml poly-L-lysine solution. The plate was centrifuged at 50 g for 3 min before being placed at 30 °C incubator without CO_2_ for 45 min. The assay was performed with a Seahorse XFe24 analyzer and kits (Agilent Technologies^™^, US). The parameters used are: 1) Calibration Equilibration: Yes; 2) Baseline settings: Mix for 2 min, Wait for 0 min, Measure for 2 min; Cycles: 3. Each strain was prepared in triplicate, and the assay was repeated three times in different days.

#### Fluorescent staining

Cells were cultured overnight to OD_600_ ~0.5. About 0.2 OD_600_ cells were collected and washed once in 10 mM HEPES, pH 7.6 with 5% glucose or glycerol. Staining buffer was prepared by mixing MitoTracker^™^ Green FM (Invitrogen^™^, M7514) stock into the same buffer to a working concentration of 100nM MitoTracker^™^ Green FM for cells in glucose medium, and 50nM MitoTracker^™^ Green FM for cells in glycerol medium. For each sample, 1ml of the staining buffer was added and mixed well with the cells. The staining was performed in the dark at room temperature (RT) for 15min. The cells were washed twice with 1ml of 10 mM HEPES, pH 7.6 with 5% glucose or glycerol, and then seeded onto the 384 well glass plate before imaging. Same protocol was used for MitoTracker^™^ Red CMXRos (Invitrogen^™^, M7513) staining, the working concentration for MitoTracker^™^ Red CMXRos in YPD is 100nM.

For Calcofluor white staining, 0.7ul of Calcofluor white (Sigma-Aldrich, 18909–100ML-F) stock (1mg/ml) was added into 1ml of cell culture. The stain was performed at RT for 15min, followed by two washes with SC-Methionine medium for the Mito-FUNCAT assay. For WGA staining, ~0.2 OD_600_ aged cells were washed once with YPD medium and resuspended in 1ml YPD. Then, 5ul of Wheat germ agglutinin (WGA) (Biotium, 29024–1) conjugates stock (0.2mg/ml, in PBS, pH7.2) was added into aged cells suspension. The staining was performed at RT for 30min. The cells were pelleted down for Mitotracker staining.

For DAPI staining, 1ul of DAPI stock (5mg/ml) (Sigma-Aldrich, 10236276001) was added into 1ml of cell culture. The stain was performed at RT for 30min, followed by one wash with PBS buffer.

#### Co-immunoprecipitation (Co-IP)

About 20 OD_600_ cells for ZY6182 and ZY6183 and ~150 OD_600_ for ZY6180 and ZY6181 were collected and washed once with ddH_2_O. The cells were reduced with 1mM DTT in 0.1M Tri-SO_4_ (pH 9.5) for 5min at RT then digested with 1ml of 70 mg/ml Lallzyme MMX (Lallemand Inc.). After washing once with cool digestion buffer, the cells were lysed with 1ml lysis buffer (20 mM HEPES-KOH, pH 7.4, 100mM KCl, 25mM Magnesium acetate, 1% Triton, protease inhibitor cocktail, 1mM PMSF). The cell lysate was kept on ice for 10 min to allow sufficient lysis and then centrifuged at 15,000 g at 4 °C for 10 min. A 50ul aliquot of the supernatant was collected as the input. The remaining supernatant was incubated with 20ul ANTI-FLAG^®^ M2 Affinity Gel (A2220, Sigma). The mixture was rotated for 1 hour at 4 °C. The beads were washed three times with 1ml lysis buffer and once with the wash buffer (20 mM HEPES-KOH, pH 7.4, 100mM KCl, 25mM Magnesium acetate). The beads were resuspended in 50ul of 1x sample buffer and boiled for 5mins to elute the proteins from the beads. The input and elute was subjected to SDS-PAGE and western blot.

#### Aged cells preparation

About 1.5 OD_600_ of yeast cells at mid-log phase were collected and washed three times with PBS buffer (pH 8.0). The cells were then incubated with 0.35mg of NHS-dPEG^®^12-biotin (Sigma, QBD10198–1000MG) at RT for 30 min, followed by three washes with cold PBS buffer (pH 7.2). After washing, the cells were mixed with 15 ul of BioMag streptavidin beads (Polysciences, 84660–5) and incubated for 1 hr at 4 °C. The cells were then cultured in a deep-well plate with medium replacement every 4 hrs for total of 16 hrs. The preparation is performed with Tecan Fluent 480 Liquid Handler.

#### mt-rRNA abundance quantification

About 200 OD_600_ of yeast cells (ZY6184: rpl25–6xHis-KanMX; *trp*::pGDP-preSU9-GFP-APEX2-NatMX) grown in YPD and YPG were collected respectively. Mitochondria from both cell samples were isolated as previously described. The isolated mitochondria were washed 3 times with SEM buffer (250 mM Sucrose, 20 mM HEPES-KOH PH7.45, 1mM EDTA) and completely lysed with the lysis buffer provided in the Quick-RNA Miniprep Kit (Zymo Research, 76020–128). The lysate was then clarified by centrifuging at 15, 000g for 15min. The resulting supernatant was incubated with HisPur^™^ Cobalt Superflow Agarose (Thermo Scientific, PI25228) for 30min to remove cytosolic ribosome contamination, taking advantage of the 6xHis tag on endogenous rpl25. The mt-rRNA and the protein from the mitochondria were purified from the mitochondrial lysate using the Quick-RNA Miniprep Kit. To account for differences in cell size and mitochondrial abundance per cell between the two growth conditions, we normalized the total abundance of pGDP-preSU9-GFP from lysed mitochondria to the abundance per cell under each condition, which allowed for a more accurate estimation of the relative cell numbers. In the end, the mt-rRNA abundance from same number of cells were quantified and compared.

#### RNA-seq sample preparation

Yeast cells were cultured in synthetic complete (SC) medium supplemented with either glucose or glycerol as the sole carbon source. For each sample, 5–10 OD_600_ unit of cells was harvested by centrifugation and washed once with nuclease-free water (ddH_2_O). Cell walls were digested using Lallzyme MX (70 mg/ml) for 3 minutes at room temperature, followed by an immediate wash with ice-cold digestion buffer. Total RNA was extracted using the Quick-RNA Miniprep Kit (Zymo Research, R1054), following the manufacturer’s instructions. RNA concentration and purity were assessed using a NanoDrop 2000c spectrophotometer (Thermo Scientific). RNA library preparation and high-throughput sequencing (PE150, NovaSeq X Plus) were performed by Novogene (USA). Three biological replicates were prepared for each condition.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All experiments were repeated multiple times to confirm reproducibility. Data are representative of at least two independent repeats. All quantifications are presented as the means ± standard error of mean (SEM). The statistical test for each bar graph in the figures was an unpaired two-tailed t-test with Welch’s correction, *p < 0.05; **p <0.01; ***p < 0.001; ****p < 0.0001.

## Supplementary Material

1

2

3

4

5

6

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at https://doi.org/10.1016/j.molcel.2025.10.012.

## Figures and Tables

**Figure 1.**
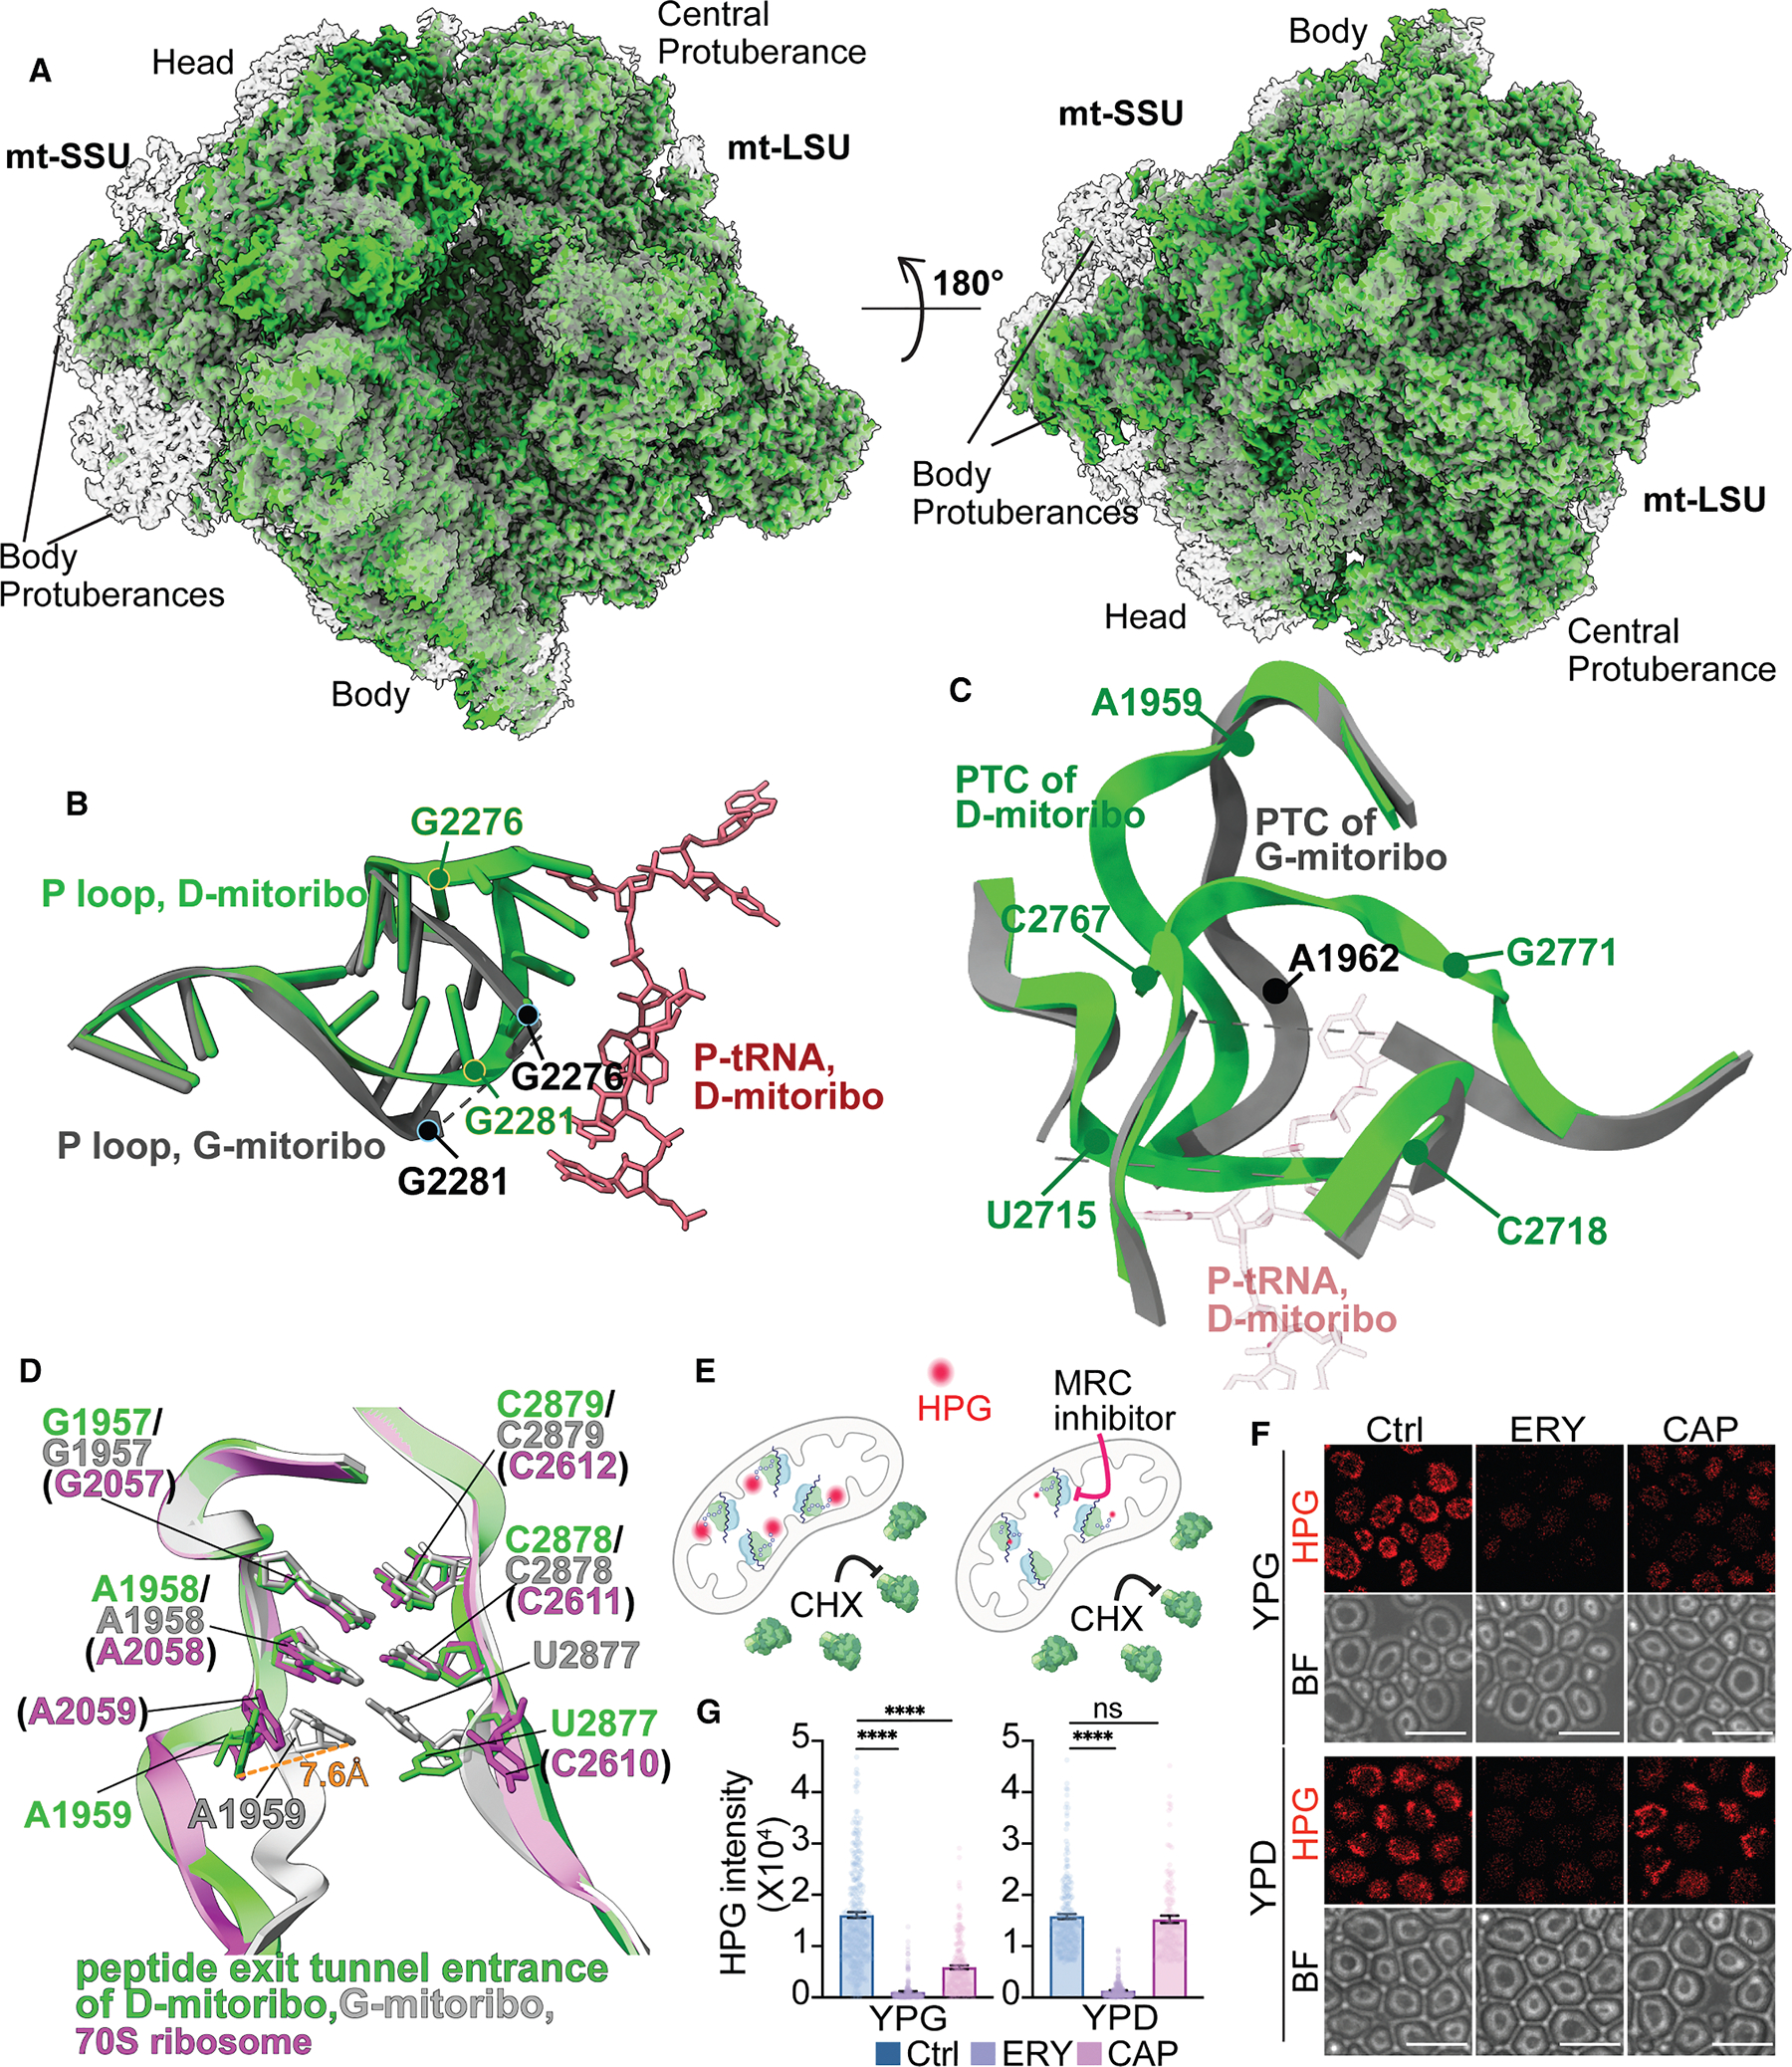
The structural difference of 21S rRNA between D- and G-mitoribosome (A) Overall map comparison of D-mitoribosome (green) and G-mitoribosome (gray, from EMDB: EMD-3551). (B) Comparison of P loop from D-mitoribosome (green) and G-mitoribosome (gray, from PDB: 5MRC, same for other figures). The nucleotides from 2277 to 2280 in the P loop are missing from G-mitoribosome. See Figure S1F for density maps. Mitoribo, mitoribosome (same for other figures). (C) Structural difference of the PTC region between D-mitoribosome (green) and G-mitoribosome (gray). See Figure S1G and Video S1 for density maps. (D) Comparison of peptide exit tunnel entrance in D-mitoribosome (green) and G-mitoribosome (gray) and bacterial 70S ribosome (pink, from PDB: 7K00). (E) Schematic illustration of Mito-FUNCAT assay in yeast. Cycloheximide (CHX) is added to inhibit the cytosolic ribosome translation, allowing the incorporation of HPG (an analog of methionine) into the newly synthesized proteins selectively within mitochondria. Click reactions between the alkyne moiety of HPG and azide of Alexa Fluor 594 reveal the nascent peptide translated by mitoribosomes inside the mitochondria. (F and G) Representative Mito-FUNCAT images (F) and quantification (G) of yeast cells treated with different drugs. Images are representative of at least three independent experiments. Shown in (G) are mean and SEM (cell numbers for each strain refer to Table S2). Ctrl, control cells exposed to CHX but no mitoribosome inhibitors. Scale bar: 10 μm. Images were collected with different settings for YPD and YPG cells due to different brightness of signal. Within the YPD or YPG group, the imaging setting is the same for control and inhibitor-treated cells.

**Figure 2.**
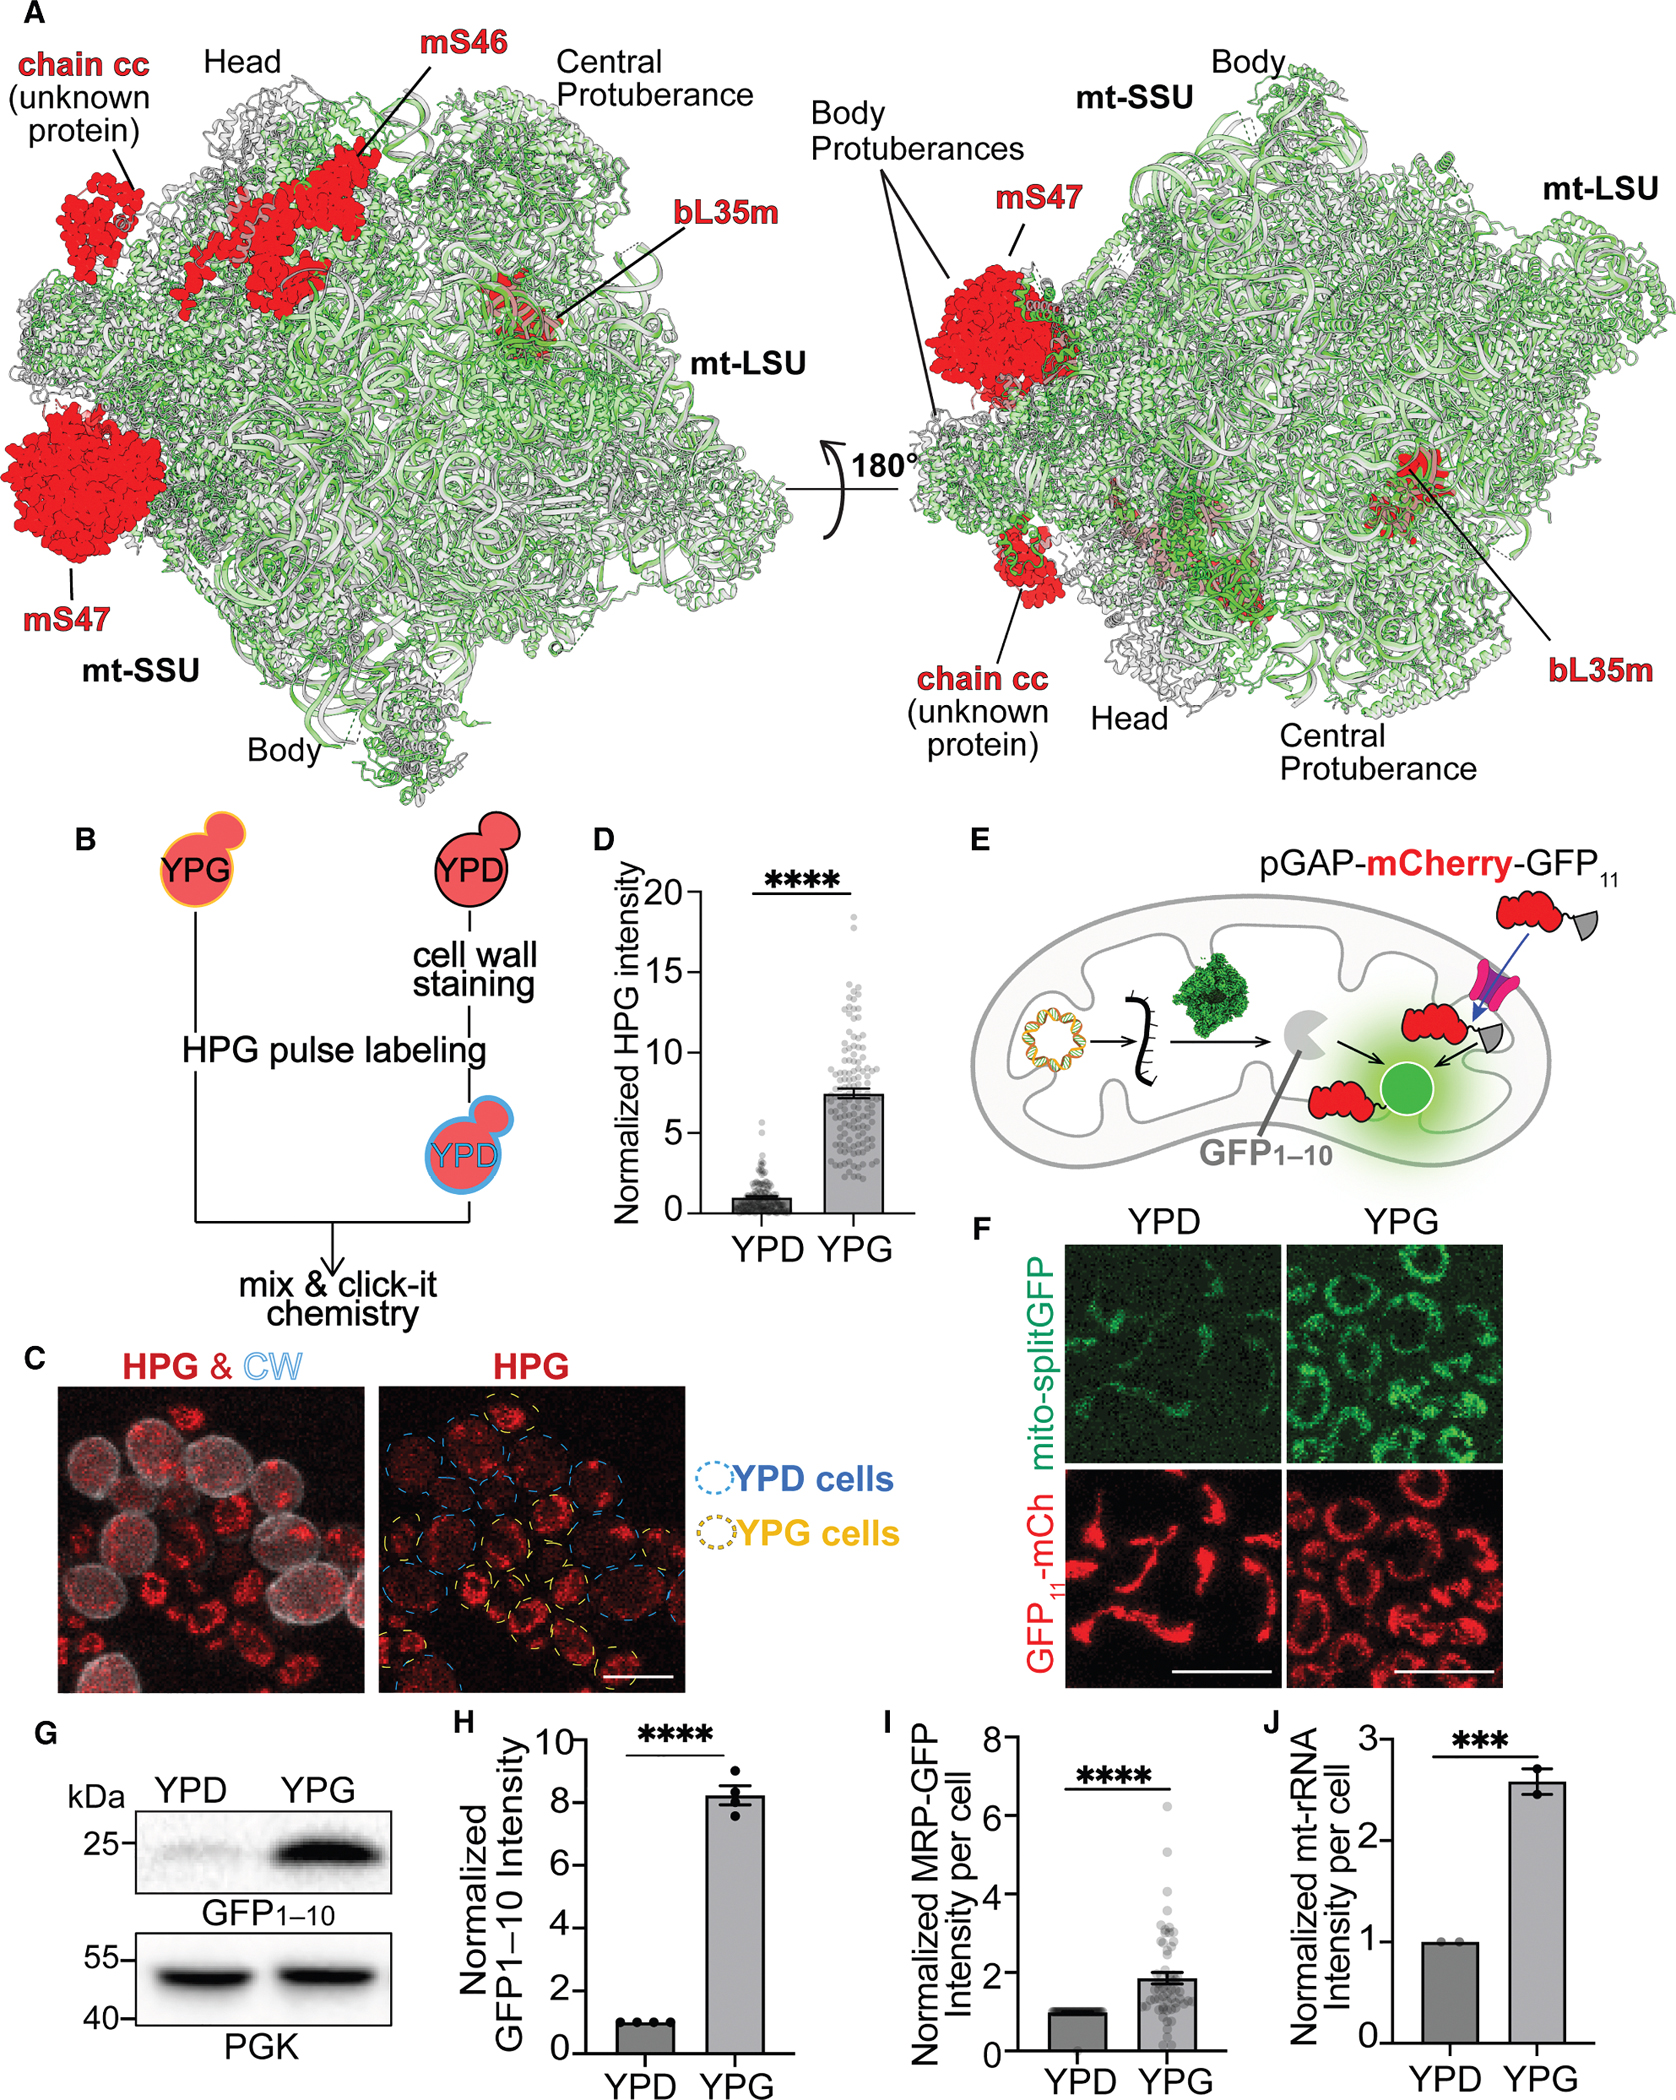
The structural and activity difference between D- and G-mitoribosome (A) Comparison of overall structure of D-mitoribosome (green) and G-mitoribosome (gray). The MRPs not found in D-mitoribosome but existing in G-mitoribosome are marked in red. Additionally, chain cc represents a density only observed in the G-mitoribosome with an unknown identity.^15^ (B) Workflow illustration for measuring the translation activity for mixed cells grown in either YPD or YPG. (C and D) Representative images and quantification of HPG signal in yeast cells grown in glucose and glycerol conditions. Cells grown in YPD were stained with Calcofluor White (CW) to differentiate them from those grown in YPG. Individual channels of CW and HPG are merged and displayed as a composite. Scale bar: 5 μm. (E and F) Schematic illustration and representative images of the mtDNA-encoded GFP_1–10_ (BiG Mito-Split-GFP signal) in cells cultured in YPD and YPG. The abundance of GFP_1–10_ was also verified by western blot (Figures 2G and 2H). Scale bar: 10 μm. (G and H) Western blot and quantification of the abundance of GFP_1–10_ from the samples in (F). (I) Normalized intensity of 54 different MRP-GFPs in yeast cells grown in YPD and YPG. (J) Normalized abundance of mt-rRNA quantified by RT-PCR from the cells grown in YPD and YPG. Bar graphs are mean and SEM (cell numbers are in Table S2).

**Figure 3.**
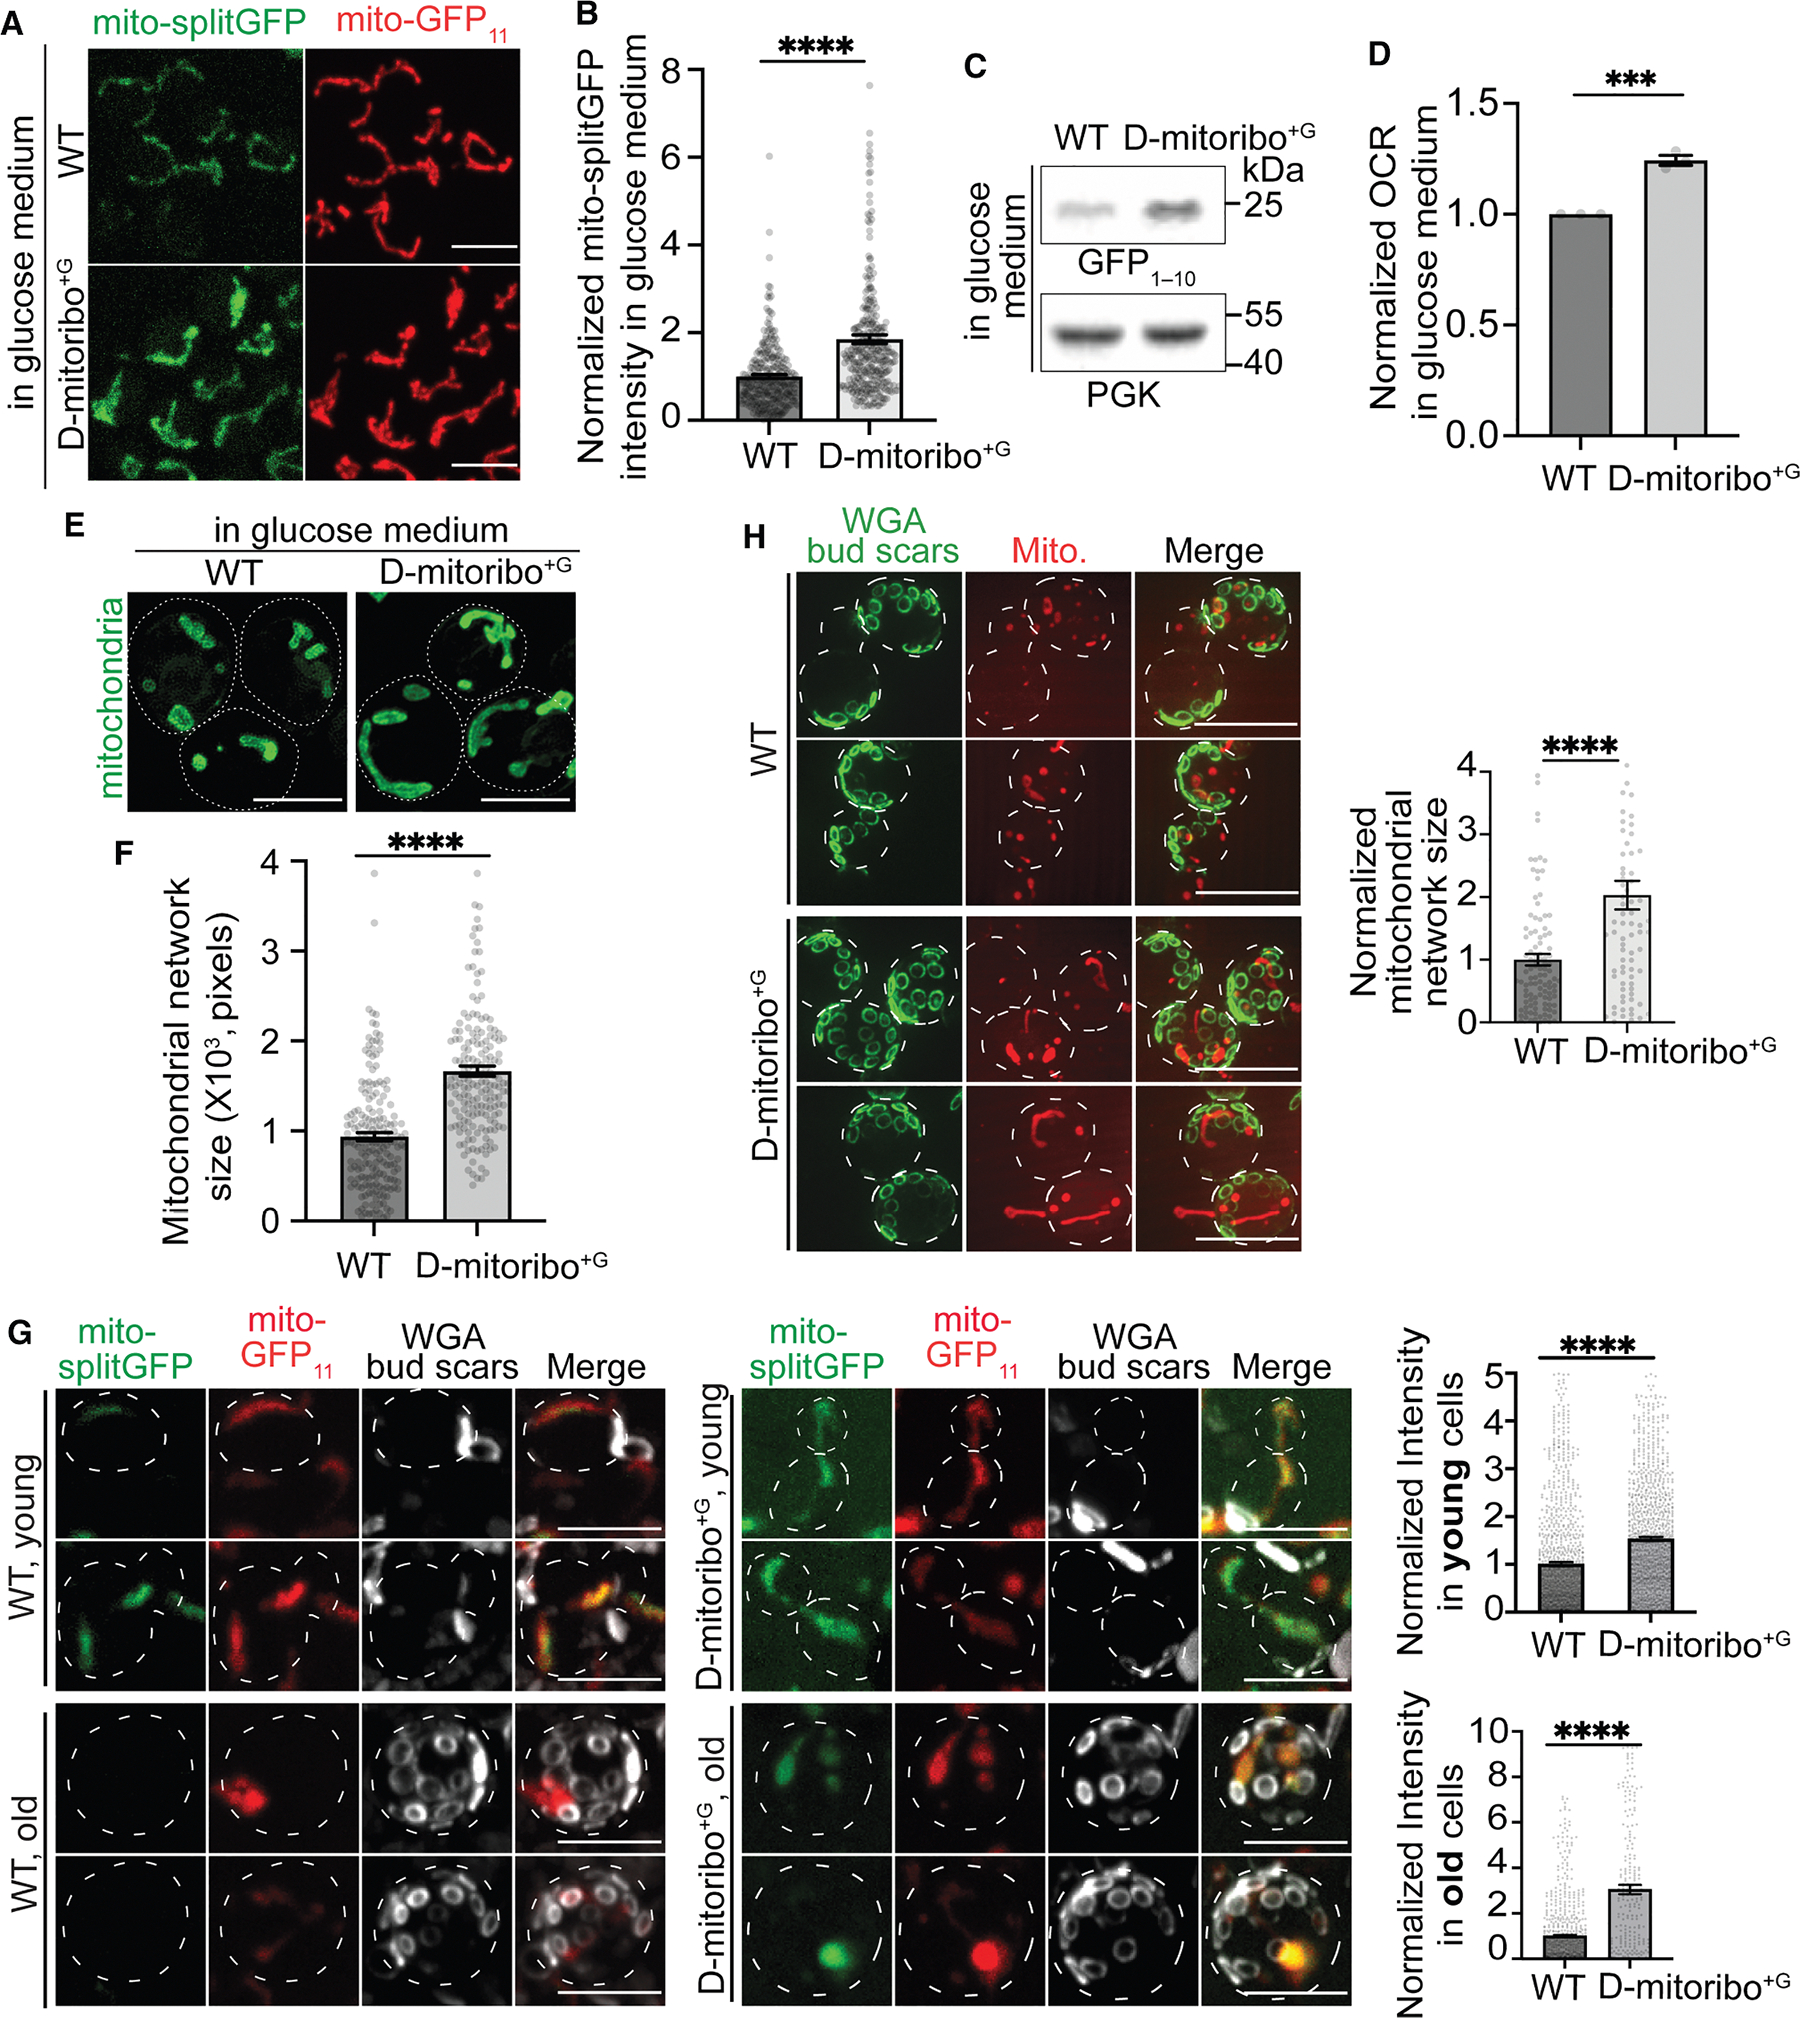
The G-mitoribosome-specific MRPs are sufficient to modulate mitochondrial translation activity and metabolism (A–C) Representative images, quantification, and immunoblot of BiG Mito-Split-GFP in cells cultured in glucose medium, with or without co-expression of three MRPs^G^ from the leakage expression of the Z3EV promoter (D-mitoribosome^+G^ cells). (D) Comparison of the oxygen consumption rate (OCR) between wild-type cells and D-mitoribosome^+G^ cells in glucose medium. (E and F) Representative images and quantification of mitochondrial biomass in wild-type cells and D-mitoribosome^+G^ cells cultured in glucose medium. (G) Representative images and quantification of BiG Mito-Split-GFP in different ages of wild-type cells and D-mitoribosome^+G^ cells cultured in YPD. Yeast bud scars (replicative age) were stained by 633 wheat germ agglutinin (WGA). Individual channels of WGA, BiG Mito-Split-GFP, and mito-GFP_11_-mCherry are merged and displayed as a composite. (H) Representative images and quantification of the mitochondrial network size in old wild-type cells and old D-mitoribosome^+G^ cells cultured in glucose medium. Mitochondria were stained by MitoTracker, and bud scars (replicative age) were stained by AlexaFluor 488-WGA. Individual channels of WGA and MitoTracker are merged and displayed as composite. Bar graphs are mean and SEM (cell numbers for each strain refer to Table S2). Scale bar: 5 μm. WT, wild-type cells.

**Figure 4.**
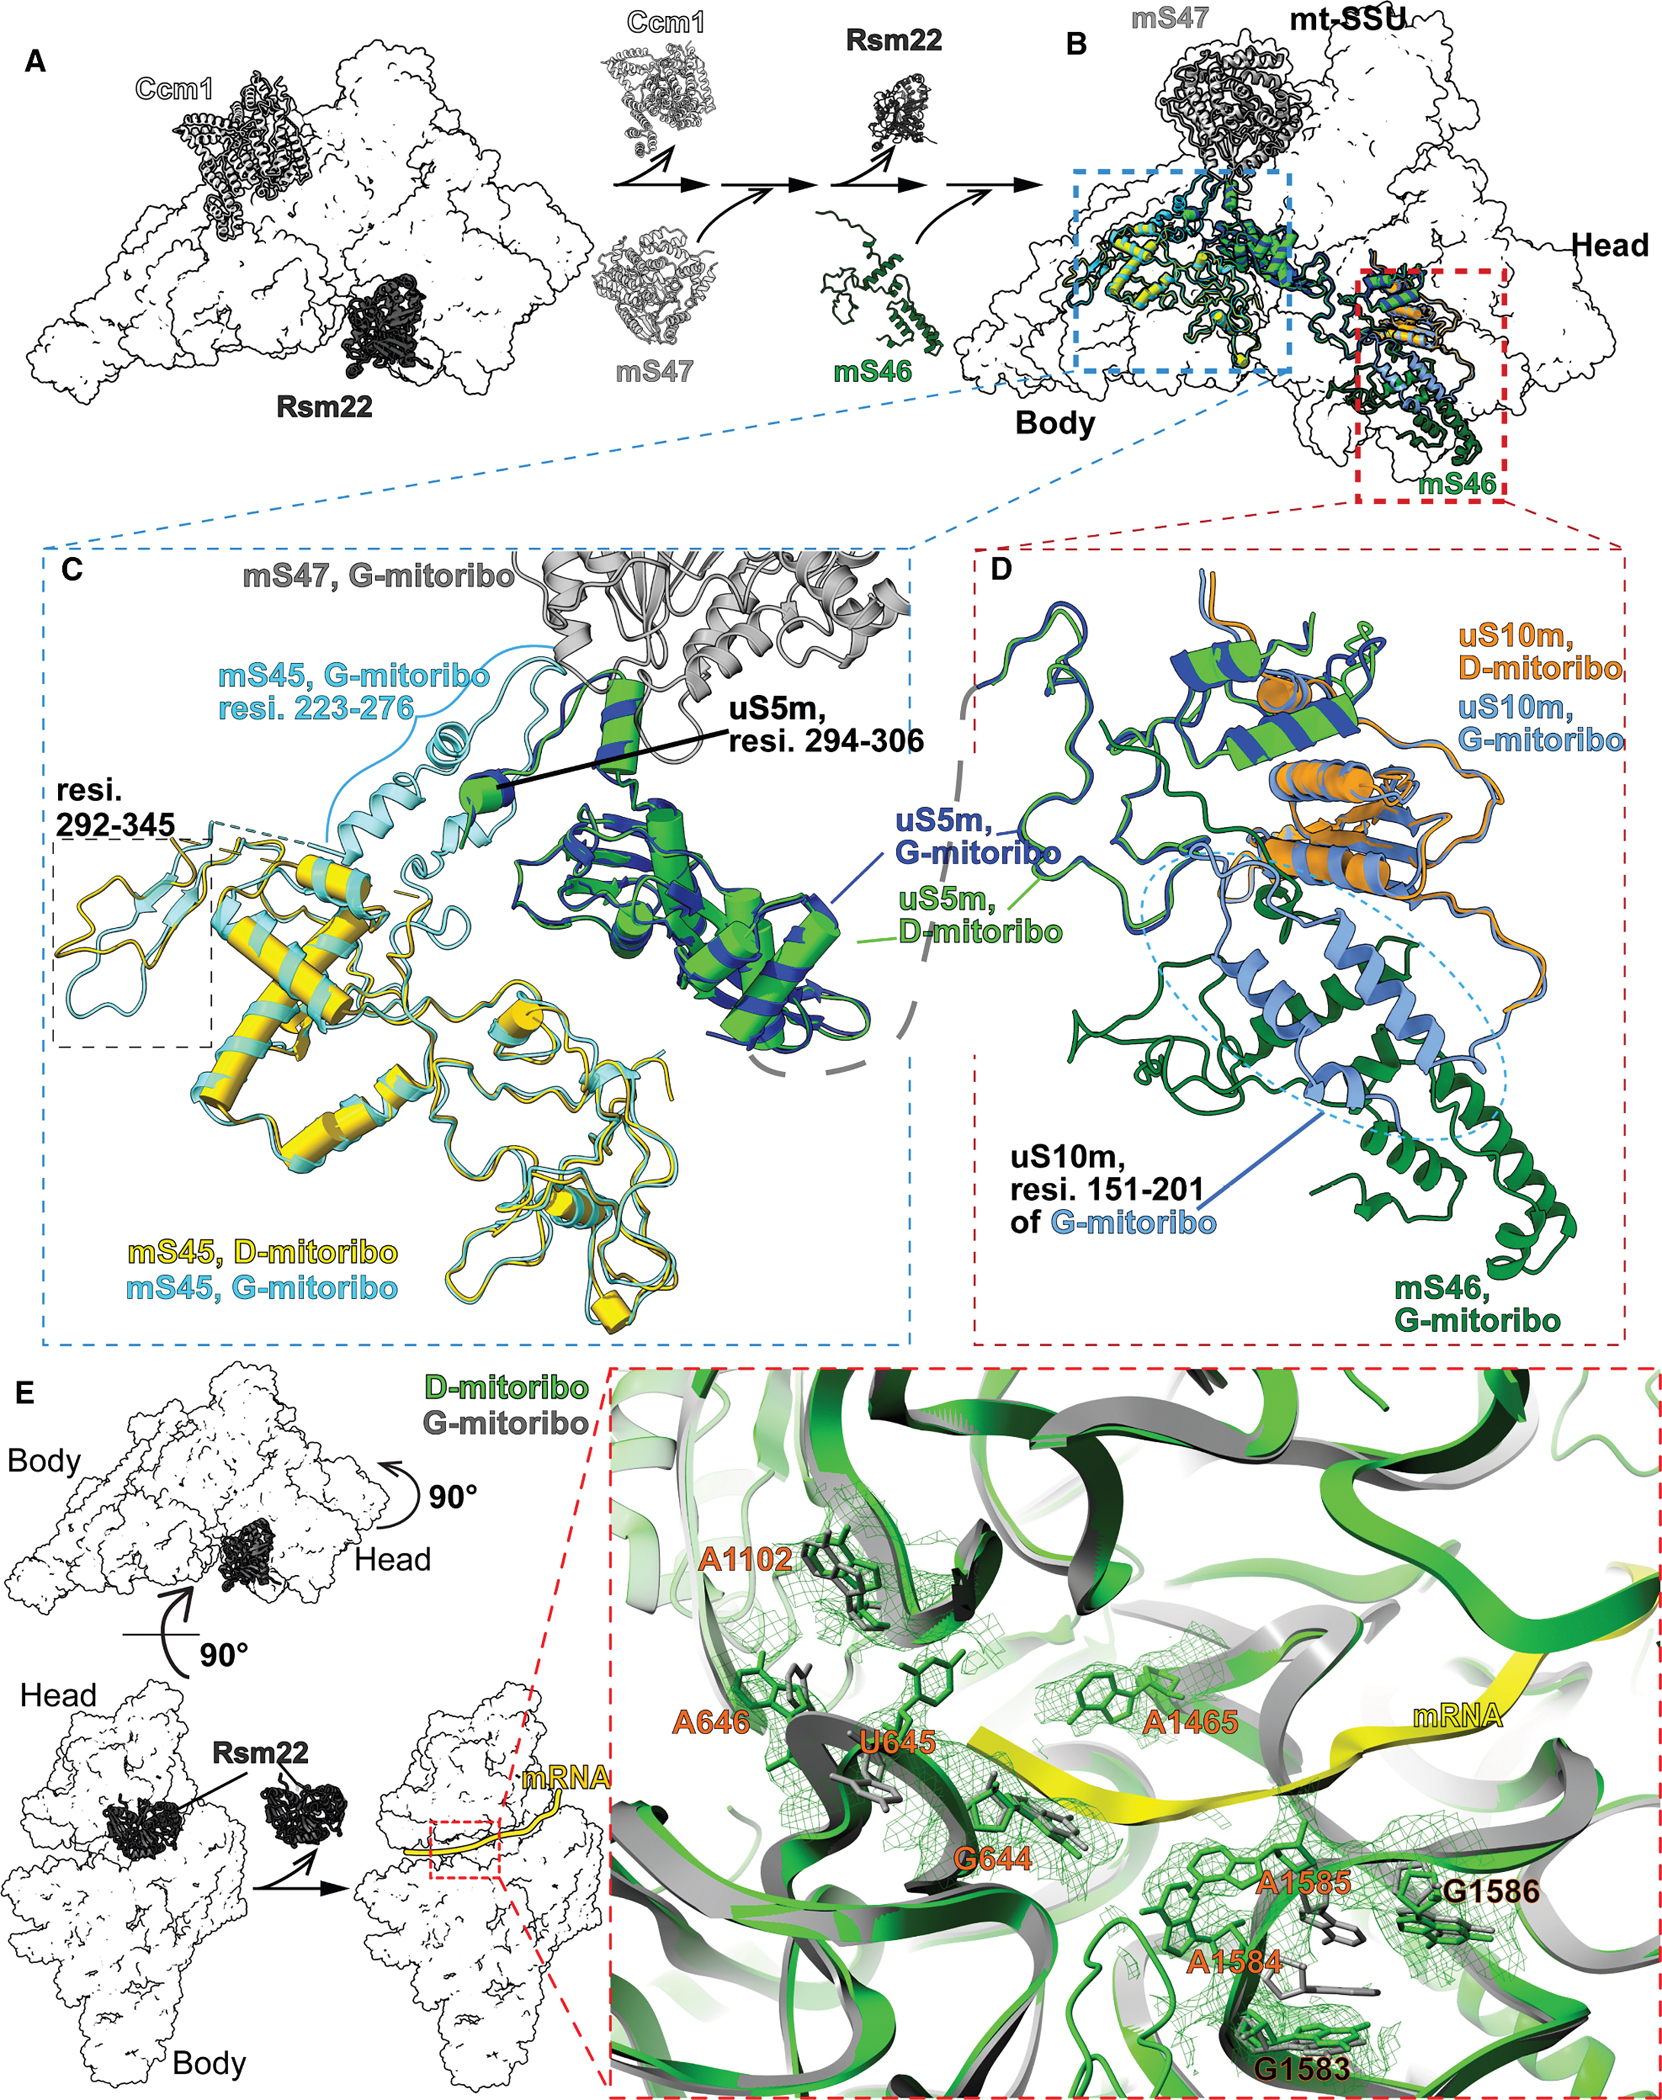
Metabolism-modulated mitoribosome assembly induces conformational differences in MRPs and rRNA (A) Sequential assembly pathway during mitoribosome maturation: chaperone Ccm1 is released from the assembly intermediate, facilitating the insertion of mS47. This is followed by the dissociation of Rsm22 and the subsequent incorporation of mS46.^46^ Although G-mitoribosome assembled in respiring cells incorporates mS47 and mS46, fermenting cells assemble D-mitoribosome without inserting these two subunits. (B–D) Overview of the localization (B) and conformation of mS45 (C), uS5m (C), and uS10m (D) in mature D- and G-mitoribosomes. See also Video S4. (E) Comparison of the conformations of nucleotides near the decoding center reveals key differences between D- and G-mitoribosomes. Rsm22 release is known to induce the folding changes of these nucleotides.^46^ See also Figure S5B for comparison with the assembly intermediate.

**Figure 5.**
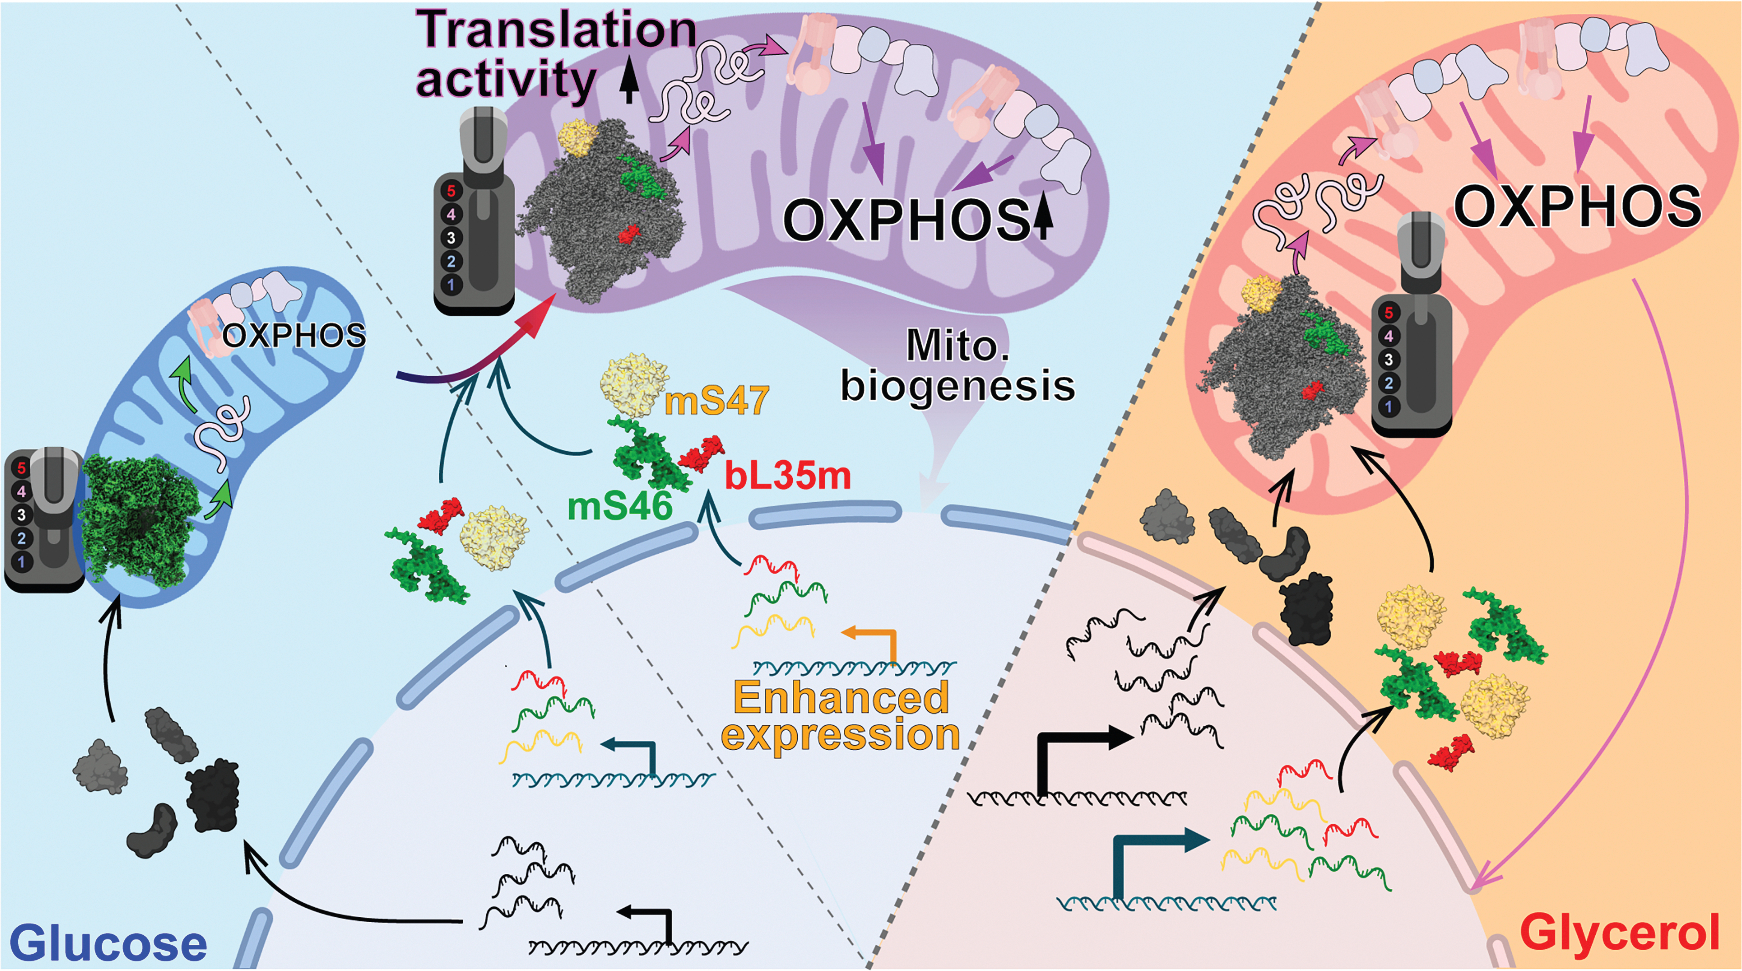
Model of mitochondrial ribosome remodeling in response to metabolic state to regulate translation and biogenesis Cells grown in glucose or glycerol medium express different levels of MRPs and assemble mitoribosomes with different compositions and structures due to the incorporation of three additional MRPs (mS46, mS47, and bL35m). These proteins enhance translation activity, increasing the production of OXPHOS complexes and improving respiration. Upregulating the expression of these MRPs enables their incorporation into D-mitoribosomes, enhancing mitoribosome activity in glucose conditions. This enhanced activity feeds back to the nucleus to increase mitochondrial biogenesis.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

Anti-GFP	Sigma-Aldrich	SAB4301138; RRID:AB_2750576
Anti-GFP, N-terminal antibody	Sigma-Aldrich	G1544; RRID: AB_439690
Anti-FLAG	Sigma-Aldrich	Cat# F1804; RRID:AB_262044
Anti-PGK	Abcam	Cat# ab113687; RRID:AB_10861977

Chemicals, peptides, and recombinant proteins		

3x FLAG peptide	Sigma-Aldrich	F4799-25MG
Anti-FLAG M2 affinity gel	Sigma-Aldrich	A2220
HRV-3C protease	Sigma-Aldrich	SAE0045
Chloramphenicol	Sigma-Aldrich	C0378-25MG
Erythromycin	Sigma-Aldrich	E5389-5G
Cycloheximide	Sigma-Aldrich	C4859-1ML
Click-iT^™^ HPG Alexa Fluor^™^ 594 Protein Synthesis Assay Kit	Invitrogen^™^	C10429
L-Homopropargylglycine (HPG)	Click Chemistry Tools	1067-25
Digitonin	Sigma-Aldrich	D141-100MG
DAPI	Sigma-Aldrich	10236276001
Calcofluor White Stain	Sigma-Aldrich	18909-100ML-F
CF^®^633 Wheat germ agglutinin (WGA) conjugates	Biotium	29024-1
CF^®^488A Wheat Germ Agglutinin (WGA)	Biotium	29022-1
MitoTracker^™^ Green FM	Invitrogen^™^	M7514
MitoTracker^™^ Red CM-H2Xros	Invitrogen^™^	M7513
BioMag^®^ Streptavidin	Polysciences	84660-5
NHS-dPEG^®^12-biotin	Sigma-Aldrich	QBD10198-1000MG
HisPur^™^ Cobalt Superflow Agarose	Thermo Scientific	PI25228
Poly-L-lysine hydrobromide	Sigma-Aldrich	P2636-25MG
LALLZYME MMX	lodi wine labs	60011-07-40

Deposited data		

Raw data	This study	Mendeley Data: https://data.mendeley.com/preview/by7j6d4vmx?a=9030f211-e554-4eb5-b115-9bac393f42b9
RNAseq raw data	This study	**BioProject**: PRJNA1285088;GEO: GSE301747
Cryo-EM maps	This study	Electron Microscopy Data Bank: EMD-42720 and EMD-42687
Atomic models	This study	Protein Data Bank: 8UXA and 8UX4
Validation reports	This study	wwPDB validation reports: DEPOSITION ID: D_1000278977, PASSWORD: rOzVjDElXr

Experimental models: Organisms/strains		

Wild type	This study	N/A
bL17m-3C-GFP-KanMX	This study	N/A
BiG Mito-Split-GFP; *trp::*GAP-preSU9-mCherry-3xGFP β11-NatMX	This study	N/A
sfGFP^m^	Martin Ott lab (MOY1355)^48^	Matα ade2-1 his3-11,15 trp1-1 leu2-3,112 ura3-1, sfGFP^m^::cox2, COX2
Δ*mS46*:KanMX	Yeast Knockout (YKO) Collection	N/A
Δ*mS47*:KanMX	Yeast Knockout (YKO) Collection	N/A
Δ*bL35m*:KanMX	Yeast Knockout (YKO) Collection	N/A
mS46-3C-GFP	This study	N/A
mS47-GFP	Yeast GFP collection^49^	N/A
bL35m-GFP	Yeast GFP collection^49^	N/A
Δ*mS46*:KanMX; BiG Mito-Split-GFP_1-10_; *trp::*pGAP-preSU9-mCherry-3xGFP β11-NatMX	This study	N/A
Δ*mS47*:KanMX; BiG Mito-Split-GFP_1-10_; *trp::*pGAP-preSU9-mCherry-3xGFP β11-NatMX	This study	N/A
Δ*bL35m*:KanMX; BiG Mito-Split-GFP_1-10_; *trp::*pGAP-preSU9-mCherry-3xGFP β11-NatMX	This study	N/A
*trp::*pTDH-NatMX; mS46::pRS416-Z_3_EV-LeuMX-pZ_3_-mS46; mS47::pRS416-Z_3_EV-KanMX-pZ_3_-ms47; bL35m::pRS416-Z_3_EV-hphMX-pZ_3_-bL35m	This study	N/A
BiG Mito-Split-GFP_1-10_; *trp::*pGAP-preSU9-mCherry-3xGFP β11-NatMX; mS46:: pRS416-Z_3_EV-LeuMX-pZ_3_-mS46; mS47::pRS416-Z_3_EV-KanMX-pZ_3_-ms47; bL35m::pRS416-Z_3_EV- hphMX-pZ_3_-bL35m	This study	N/A
pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-yeGFP	This study	N/A
pRS416-Z_3_EV-His3MX-pZ_3_-mS47-yeGFP	This study	N/A
pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-yeGFP	This study	N/A
uS4m-3xFlag-Ura; *trp*::TDH3-NatMX; amp::pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-yeGFP	This study	N/A
bL17m-3xFlag-Ura; *trp*::TDH3-NatMX; amp::pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-yeGFP	This study	N/A
uS4m-3xFlag-Ura; *trp*::TDH3-NatMX; amp::pRS416-Z_3_EV-His3MX-pZ_3_-mS47-yeGFP	This study	N/A
bL17m-3xFlag-Ura; *trp*::TDH3-NatMX; amp::pRS416-Z_3_EV-His3MX-pZ_3_-mS47-yeGFP	This study	N/A
bL17m-3xFlag-Ura; pGAP-preSU9-mCherry-3xGFP β11-NatMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46; pRS416-Z_3_EV-His3MX-pZ_3_-ms47; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m	This study	N/A
BiG Mito-Split-GFP_1-10_; pGAP-preSU9-mCherry-3xGFP β11-NatMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46	This study	N/A
BiG Mito-Split-GFP_1-10_; pGAP-preSU9-mCherry-3xGFP β11-NatMX; pRS416-Z_3_EV-KanMX-pZ_3_-mS47	This study	N/A
BiG Mito-Split-GFP_1-10_; pGAP-preSU9-mCherry-3xGFP β11-NatMX; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m	This study	N/A
pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-His3MX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
Cox5b-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
Cox5b-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
Cox7-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
Cox7-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
Cox6-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
Cox6-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
ATP4-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
ATP4-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
QCR9-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
QCR9-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
ATP2-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
ATP2-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
TIM23-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TIM23-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
CCP1-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
CCP1-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
ATP3-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
ATP3-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
TIM50-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TIM50-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_ -ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
LEU9-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
LEU9-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
TOM71-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TOM71-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
TIM16-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TIM16-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
TOM70-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-PZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TOM70-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
ATP5-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
ATP5-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
COR1-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
COR1-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
TIM44-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TIM44-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
TOM20-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TOM20-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
COX5a-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
COX5a-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
TOM22-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
TOM22-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
ATP12-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-PZ_3_-VN-CEN	This study	N/A
ATP12-GFP; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-KanMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
*Δtpk3*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
*Δtpk3*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
Δ*tpk1*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
Δ*tpk1*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
Δ*mig1*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
Δ*mig1*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
*Δmig2*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
*Δmig2*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
*Δtor1*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-VN-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-VN-CEN	This study	N/A
*Δtor1*:KanMX; pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN; pRS416-Z_3_EV-HisMX-pZ_3_-ms47-CEN; pRS416-Z_3_EV- hphMX-pZ_3_-bL35m-CEN	This study	N/A
rpl25-6xHis-KanMX; *trp*:: pGDP-preSU9-GFP-APEX2-NatMX	This study	N/A
GFP-tagged mitoribosome proteins	Yeast GFP collection^49^	N/A

Oligonucleotides		

GFP_swap_F2: GGTCGACGGATCCCCGGGTTAATTA	This study	N/A
GFP_swap_R1: GAATTCGAGCTCGTTTAAAC	This study	N/A

Recombinant DNA		

pGAP-PreSU9-mCherry-3xGFP	This study	N/A
β11-NatMX		
pFA6a-GFP_1-10_-3XFLAG-URA	This study	N/A
pRS416-Z_3_EV-LeuMX-pZ_3_-mS46	This study	N/A
pRS416-Z_3_EV-His3MX-pZ_3_-mS47	This study	N/A
pRS416-Z_3_EV-hphMX-pZ_3_-bL35m	This study	N/A
pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-CEN	This study	N/A
pRS416-Z_3_EV-His_3_MX-pZ_3_-mS47-CEN	This study	N/A
pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-CEN	This study	N/A
pRS416-Z_3_EV-KanMX-pZ_3_-mS47-CEN	This study	N/A
pRS416-Z_3_EV-LeuMX-pZ_3_-mS46-yeGFP	This study	N/A
pRS416-Z_3_EV-His3MX-pZ_3_-mS47-yeGFP	This study	N/A
pRS416-Z_3_EV-hphMX-pZ_3_-bL35m-yeGFP	This study	N/A
pRS416-Z_3_EV-KanMX-pZ_3_-mS47	This study	N/A
pRS416-Z_3_EV-hphMX-pZ_3_-VN-CEN	This study	N/A
pRS416-Z_3_EV-KanMX-pZ_3_-VN-CEN	This study	N/A
pRS416-Z_3_EV-LeuMX-pZ_3_-VN-CEN	This study	N/A
pRS416-Z_3_EV-HisMX-pZ_3_-VN-CEN	This study	N/A

Software and algorithms		

Fiji	Schindelin et al.^50^	RRID: SCR_002285
ImageJ	Schneider et al.^51^	RRID: SCR_003070
PyMOL	The PyMOL Molecular Graphics System	Version 2.0 Schrödinger, LLC
UCSF ChimeraX	Meng et al.^52^	RRID: SCR_015872
NIS-Elements	Nikon Instruments Inc	Version 5.42.06

# Supplementary material for: Metabolic environment-driven remodeling of mitochondrial ribosomes regulates translation and biogenesis
**Source:** Mol Cell. Author manuscript; Available in PMC 2025 Dec 22.
**Supplement:** 5

(A) Electron microscopy data processing workflow.

(B-D) The comparison of the mitoribosome structure between D-mitoribosome class I and II. Overall map comparison of D-mitoribosome class I (green) and II (pink), including a cross-sectional view, highlights the differences in tRNA density (B). Quantified distance (C) and angle (D) of atoms displacement between mtSSUs of the two classes of D-mitoribosome after aligning their mtLSU.

(E) The density map of P-tRNA and mRNA in the class I D-mitoribosome.

(F) The density maps of P-loop in D- and G-mitoribosome.

(G) The density maps of PTC from D- and G-mitoribosome.

(H) Local resolution of G- and D-mitoribosome maps. The highlighted regions of the PTC domain (nucleotides 1958–1965, 2713–2720, and 2765–2773) are magnified to illustrate the corresponding map density.

(I) The density maps of peptide exit tunnel entrance from D- and G-mitoribosome.

(J) Comparison of peptide exit tunnel entrance in D-mitoribosome (green) and G-mitoribosome (grey) and human mitoribosome (blue, from PDB ID: 6GAW). Human mitoribosome show high similarity with D-mitoribosome in the expanded entrance, but not with G-mitoribosome.

(K) Representative growth curves of yeast cells cultured under different conditions. CAP and ERY were dissolved into the indicated medium directly. Ctrl, control cells. Same for other figures.

(L) Schematic illustration of the BiG Mito-Split-GFP complementation in yeast.

(M-N) Representative images (M) and quantification (N) of the cell cycle-dependent BiG Mito-Split-GFP changes in YPD and YPG (cell number for each strain refer to Table S2). As YPG-cultured cells did not grow in the presence of antibiotics, we parallelly collected YPG samples at the same time as the YPD samples to ensure the cells were treated with antibiotics for the same amount of time. Intensity of each sample is normalized to the sample before antibiotics treatment (N). Ctrl, control cells without mitoribosome inhibitors. Scale bar: 5  $\mu$ m.

(O) Schematic illustration of the BiG Mito-Split-GFP signal change upon the addition of antibiotics in YPD and YPG. Ctrl, control cells.

(P-Q) Western blot (P) and quantification (Q) of BiG Mito-Split-GFP<sub>1-10</sub> from the samples in Figure S1M. C0, C1, C2: cell cycle 0–2 as in (M). Ctrl, control cells.

(R) Increased expression and incorporation of these MRPs<sup>G</sup> in D-mitoribosome (D-mitoribosome<sup>+G</sup>) enhanced its sensitivity to CAP compared to the wild-type D-mitoribosome, suggesting that the incorporation of these MRPs<sup>G</sup> converts the PTC regions—where CAP is known to interact—into a conformation resembling that of G-mitoribosome. Ctrl, control cells.

(S) Comparison of erythromycin (ERY) in both the D- and G-mitoribosome mtLSU structures using bacterial ribosomes bound to ERY as references (PDB: 6ND6).

(T) Comparison of chloramphenicol (CAP) in both the D- and G-mitoribosome mtLSU structures using bacterial ribosomes bound to CAP as references (PDB: 4V7T).

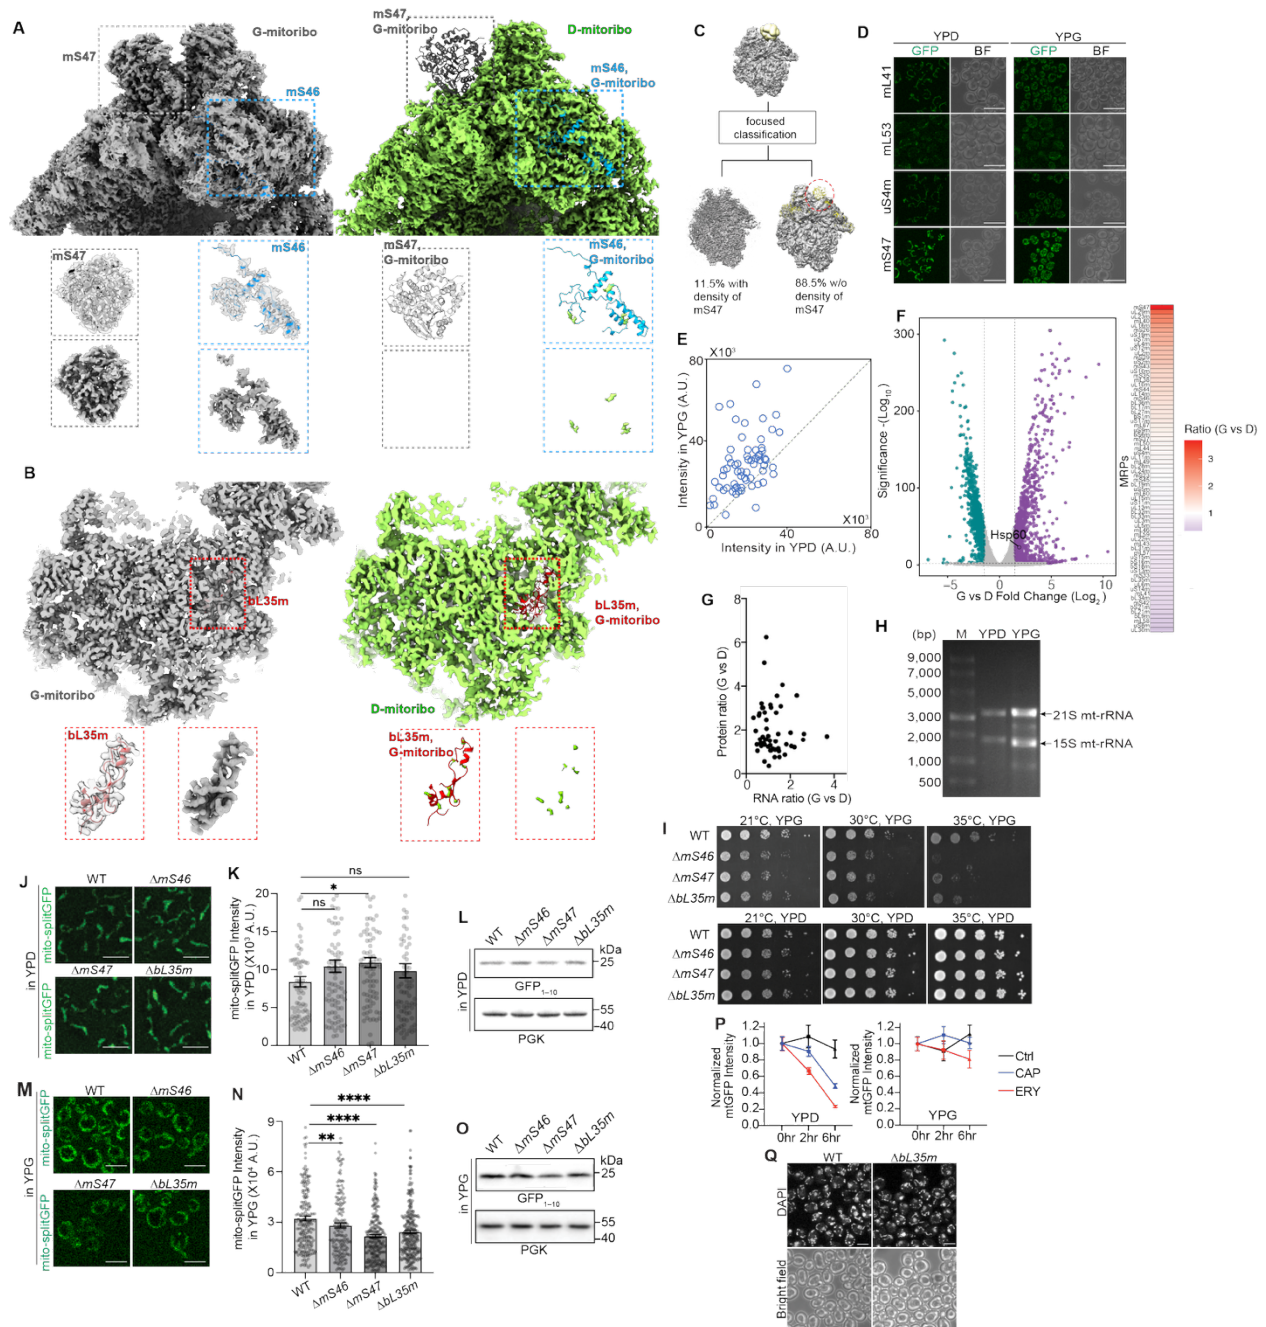

**Figure S2.** Additional data for the structural and activity difference between D- and G-mitoribosome, related to Figure 2.

(A-B) The density maps of mS47 (gray) and mS46 (light blue) in mtSSU (A) and bL35m (red) in mtLSU (B) of D- and G-mitoribosome. The boxed areas indicate the positions of each protein in the mitoribosomes. For each protein, both the map and the map overlay with the model are shown. For D-mitoribosome, the model of each protein from G-mitoribosome was used to extract the local density from the D-mitoribosome map. As bL35m is located deep inside the mtLSU, a thin section of the mtLSU was shown to illustrate the (lack of) density of bL35m. Note that these three proteins exhibit good density in the G-mitoribosome map but lack density in the D-mitoribosome map.

(C) Focused classification based on MRP mask revealed sub-classes D-mitoribosome with or without mS47. Percentage of 74S D-mitoribosome particles with or without mS47 is shown. G-mitoribosome model (yellow) was fitted to the map to indicate the position of mS47 in D-mitoribosome sub-class lacking mS47 (highlighted in red dashed circle).

(D) Representative images of MRPx-GFP in YPD and YPG. Images are representative of at least two independent

experiments. Scale bar: 10  $\mu$ m. BF, bright field.

**(E)** MRPx-GFP abundance in YPD and YPG measured by GFP intensity in each cell.

**(F)** RNA-seq analysis of gene expression changes in cells cultured in glycerol versus glucose (G vs D). 

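Of the 6330 genes tested, 5176 (81.8%) differed between glycerol and glucose at an adjusted p under 0.05, 2637 of them higher and 2539 lower in glycerol. Beyond a log2 fold change of 1.5, near the dashed lines of Figure S2F, 1022 genes were higher and 779 lower. In 5302 of the tested genes (83.8%), every glycerol library lay on the same side of every glucose library, where chance gives 10%. The share of higher genes among those that differed was 50.9%, and without a composition factor it was 68.6%, with 3606 genes higher and 1652 lower. In the authors' deposited table, which holds a fold change for 6814 genes, 2638 genes were higher and 2550 lower at the same threshold, and 2572 and 2519 of these were shared with the calls here.
The largest rise among genes with a mean of at least 10 normalized CPM was that of RGI2 (YIL057C, chromosome IX from 247902 to 248396), from 0.791 ± 0.203 to 609.8 ± 23.9 CPM (SD, n = 3 each), a log2 fold change of 9.59 (standard error 0.18, adjusted p = 1.4e-14 from edgeR's quasi-likelihood test). It was followed by SPG4 at 8.77, PHO89 at 8.36, DDR2 at 7.98 and the lactate transporter gene JEN1 at 7.91. The largest fall was that of the glucose transporter gene HXT3 (YDR345C, chromosome IV from 1162957 to 1164660), from 2348 ± 284.2 to 26.9 ± 2.91 CPM (SD, n = 3 each), a log2 fold change of -6.45 (standard error 0.16, adjusted p = 7.3e-14). ZRT1 followed at -5.30, HXT1 at -5.29, OAC1 at -5.00 and ZPS1 at -4.81. The HXT genes have close copies in the genome, between which the authors' counting could have split reads. Genes of glycerol uptake and use served as a check of the carbon source, and rose by log2 fold changes of 3.14 for the glycerol kinase gene GUT1, 4.00 for the glycerol-3-phosphate dehydrogenase gene GUT2 and 5.83 for the glycerol importer gene STL1. A further glucose transporter gene, HXT2, fell by 1.12 on the log2 scale, although its glycerol and glucose libraries overlapped. With each library left out in turn, all of these genes kept their direction and an adjusted p under 0.05, and HXT2 varied most relative to its size, between -1.44 and -0.87.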

The expression changes of MRPs are shown as heatmap.

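Among the 74 nuclear-encoded MRPs, 28 transcripts were higher in glycerol, 25 were lower, and 21 were not past an adjusted p of 0.05 in edgeR's quasi-likelihood test. With p-values adjusted over the list alone, 28 were higher and 21 lower. The glycerol and glucose libraries did not overlap for 57 of the transcripts, 33 of them higher and 24 lower. The balance between rises and falls depends on the scaling, since 50 MRP transcripts were higher and 7 lower without a composition factor.
Behind mS47, the transcript with the highest fold change was that of uL29m (MRPL4, YLR439W, chromosome XII from 1014491 to 1015450), which rose from 27.3 ± 0.634 to 82.9 ± 7.34 normalized CPM (SD, n = 3 each), a log2 fold change of 1.60 (standard error 0.106, adjusted p = 1.5e-09). The transcript of uL23m (MRP20, YDR405W, chromosome IV from 1277646 to 1278437) followed at 1.41 (standard error 0.126). At the lower end, the transcript of uL30m (MRPL33, YMR286W, chromosome XIII from 841942 to 842202) fell from 53.1 ± 5.41 to 17.8 ± 1.68 CPM (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.119, adjusted p = 7.2e-09). Those of uS8m (MRPS8) and mL58 (MRPL20) had log2 fold changes of -1.31 and -1.19. A single MRP was close to the lower limit of counting. The transcript of uL14m (MRPL38) received 58 counts over all 6 libraries, between 1 and 18 in each, so that no change was detectable at this depth (log2 fold change 0.49, standard error 0.69). All but 51 of the 417 bases of its gene lie under the oppositely oriented YKL169C, and whether this overlap lowered the count is not known.

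**Figure D1:**
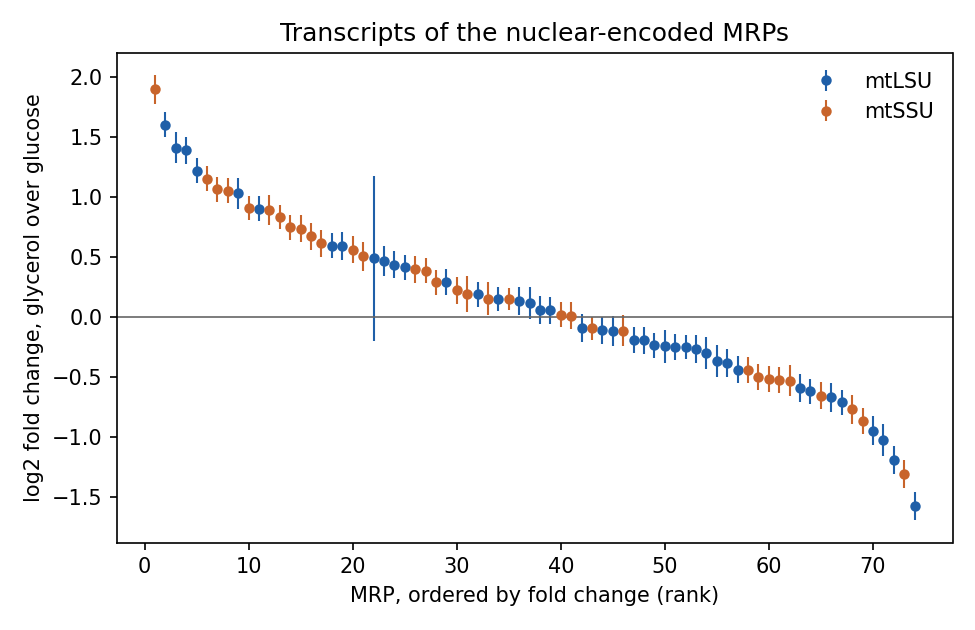
Log2 fold change, glycerol over glucose, of the transcripts of the 74 nuclear-encoded MRPs against their rank, with points coloured by subunit (mtLSU or mtSSU) and bars for the standard error of edgeR's fit. The values run from 1.895 to -1.57, and the single long bar is that of uL14m; without a composition factor, 7 of the transcripts were lower at an adjusted p under 0.05.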

**(G)** Comparison of protein abundance and mRNA expression changes for MRPs in cells cultured in glycerol versus glucose (G vs D) reveals a limited correlation between transcript and protein levels. This suggests that post-transcriptional regulatory mechanisms contribute to the differential expression of MRPs under distinct metabolic conditions. For example, Hsp60 levels are also elevated in glycerol-grown cells (F), indicating enhanced mitochondrial protein folding and maturation in this environment.

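On the RNA axis, the differences between MRPs are larger than the error of each value. The log2 fold changes of the 74 nuclear-encoded MRPs had an SD of 0.707 and quartiles of -0.38 and 0.58, against a median standard error of 0.111 for a single MRP, and the standard errors account for 3.83% of the variance between MRPs. Table S2 lists 53 of the 54 MRP strains imaged for Figure 2I, and all 53 genes were matched and tested, 48 of them also being in Table S1. Their transcripts had a median fold of 1.08 between glycerol and glucose, with a lowest fold of 0.439 and a highest of 3.72. Of these genes, 29 had a fold above 1 and 7 a fold of 2 or more, and at an adjusted p under 0.05 in edgeR's quasi-likelihood test 22 were higher and 17 lower in glycerol. These values hold for TMM scaling and may depend on it. For the 74 MRPs, 28 higher and 25 lower became 50 and 7 without a composition factor. The protein changes on the other axis of Figure S2G were not analysed here.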

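The transcripts of the MRPs G, the 3 MRPs found in the G-mitoribosome structure and not in the D-mitoribosome structure, did not move together. The transcript of mS47 (EHD3, YDR036C, chromosome IV from 523211 to 524713 of the R64 assembly) was at 36.5 ± 3.73 normalized CPM in glucose and 136 ± 15.9 in glycerol (SD, n = 3 each), a log2 fold change of 1.895 (standard error 0.118, adjusted p = 8.1e-10 from edgeR's quasi-likelihood test) and the highest of all 74 MRPs. That of mS46 (RSM28, YDR494W, chromosome IV from 1436930 to 1438015) rose from 70.7 ± 10.6 to 100.3 ± 6.98 (SD, n = 3 each), a log2 fold change of 0.50 (standard error 0.117, adjusted p = 1.0e-03). That of bL35m (YNL122C, chromosome XIV from 398023 to 398370) went from 30.9 ± 2.82 to 20.6 ± 1.61 (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.118, adjusted p = 2.9e-04). For each of them the glycerol and glucose libraries did not overlap. With each library left out in turn, the log2 fold change lay between 1.83 and 2.00 for mS47, between 0.39 and 0.61 for mS46 and between -0.65 and -0.51 for bL35m. Without a composition factor the values were 2.39, 1.00 and -0.09, and the fall of bL35m was then no longer past the threshold. The authors' deposited table gives 1.88, 0.49 and -0.60.

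**Figure D2:**
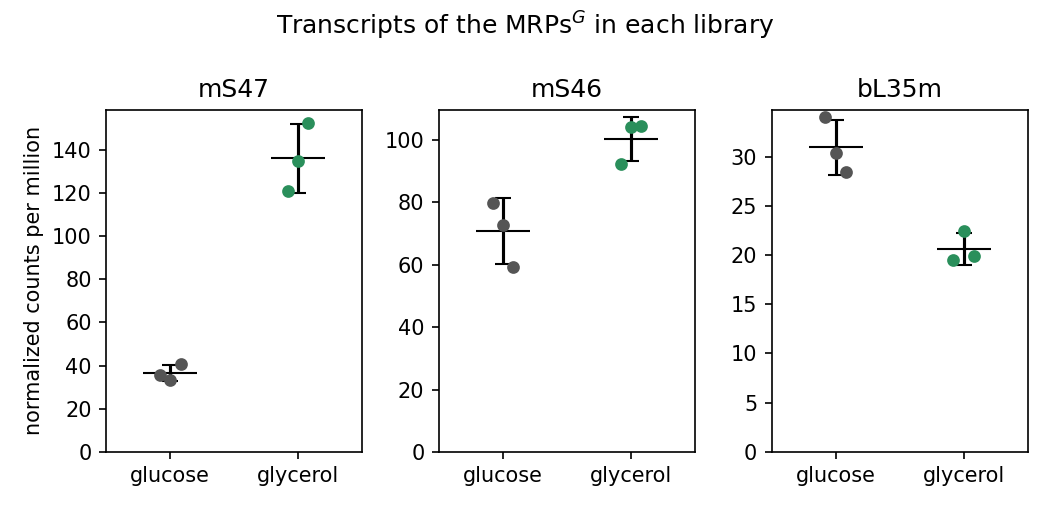
Normalized CPM of the mS47, mS46 and bL35m transcripts in each of the 6 libraries, with a point per library and the mean and SD of each group in black; the vertical axes start at 0 and differ in scale. In glycerol, mS47 lies between 121 and 152 and bL35m between 19.5 and 22.4.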

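HSP60 (YLR259C, chromosome XII from 663284 to 665002 of the R64 assembly) encodes the mitochondrial matrix chaperonin, and its transcript was measured in the RNA-seq libraries. It stood at 263 ± 30.9 normalized CPM in glucose and at 706 ± 41.3 in glycerol (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.118, adjusted p = 2.2e-08 from edgeR's quasi-likelihood test). Each glycerol library was above each glucose library, and with each library left out in turn the log2 fold change stayed between 1.34 and 1.51. Without a composition factor it was 1.92 (adjusted p = 4.6e-12), while over all alternative settings, fits with a library left out not counted, the adjusted p lay between 1.4e-33 and 2.3e-06. In the authors' deposited table the log2 fold change is 1.41. From the higher level of Hsp60 in glycerol, the paper reasons that protein folding and maturation in mitochondria are enhanced in this environment.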

**(H)** mt-rRNA abundance in YPD and YPG. Mitochondria from the same number of cells were used to purify mt-rRNA. M, marker.

**(I)** Growth assay of G-mitoribosome-specific MRP knockout mutants on YPD or YPG plates. Note that the MRP knock out mutants displayed a significant lower growth rate on YPG plate, while no difference was observed on YPD plate. WT, wild-type cells.

**(J-L)** Representative images, quantification, and immunoblot of BiG Mito-Split-GFP in different strains cultured in YPD. Scale bar: 5  $\mu$ m. WT, wild-type cells.

**(M-O)** Representative images, quantification, and immunoblot of the BiG Mito-Split-GFP signal in G-mitoribosome-specific MRP knockout mutants grown in YPG. The BiG Mito-Split-GFP intensity for each mutant was normalized to that of WT cells. Scale bar: 5  $\mu$ m. WT, wild-type cells.

Bar graphs are Mean and SEM (Cell number for each strain refer to Table S2).

**(P)** Quantification of the sfGFP<sup>m</sup> (mtDNA-encoded GFP reporters in the W303 background) changes under chloramphenicol (CAP) and erythromycin (ERY) treatment in YPD and YPG (cell number for each strain refer to Table S2).

**(Q)** Representative images of DAPI staining in WT and  $\Delta bL35m$  cells. Scale bar: 5  $\mu$ m.

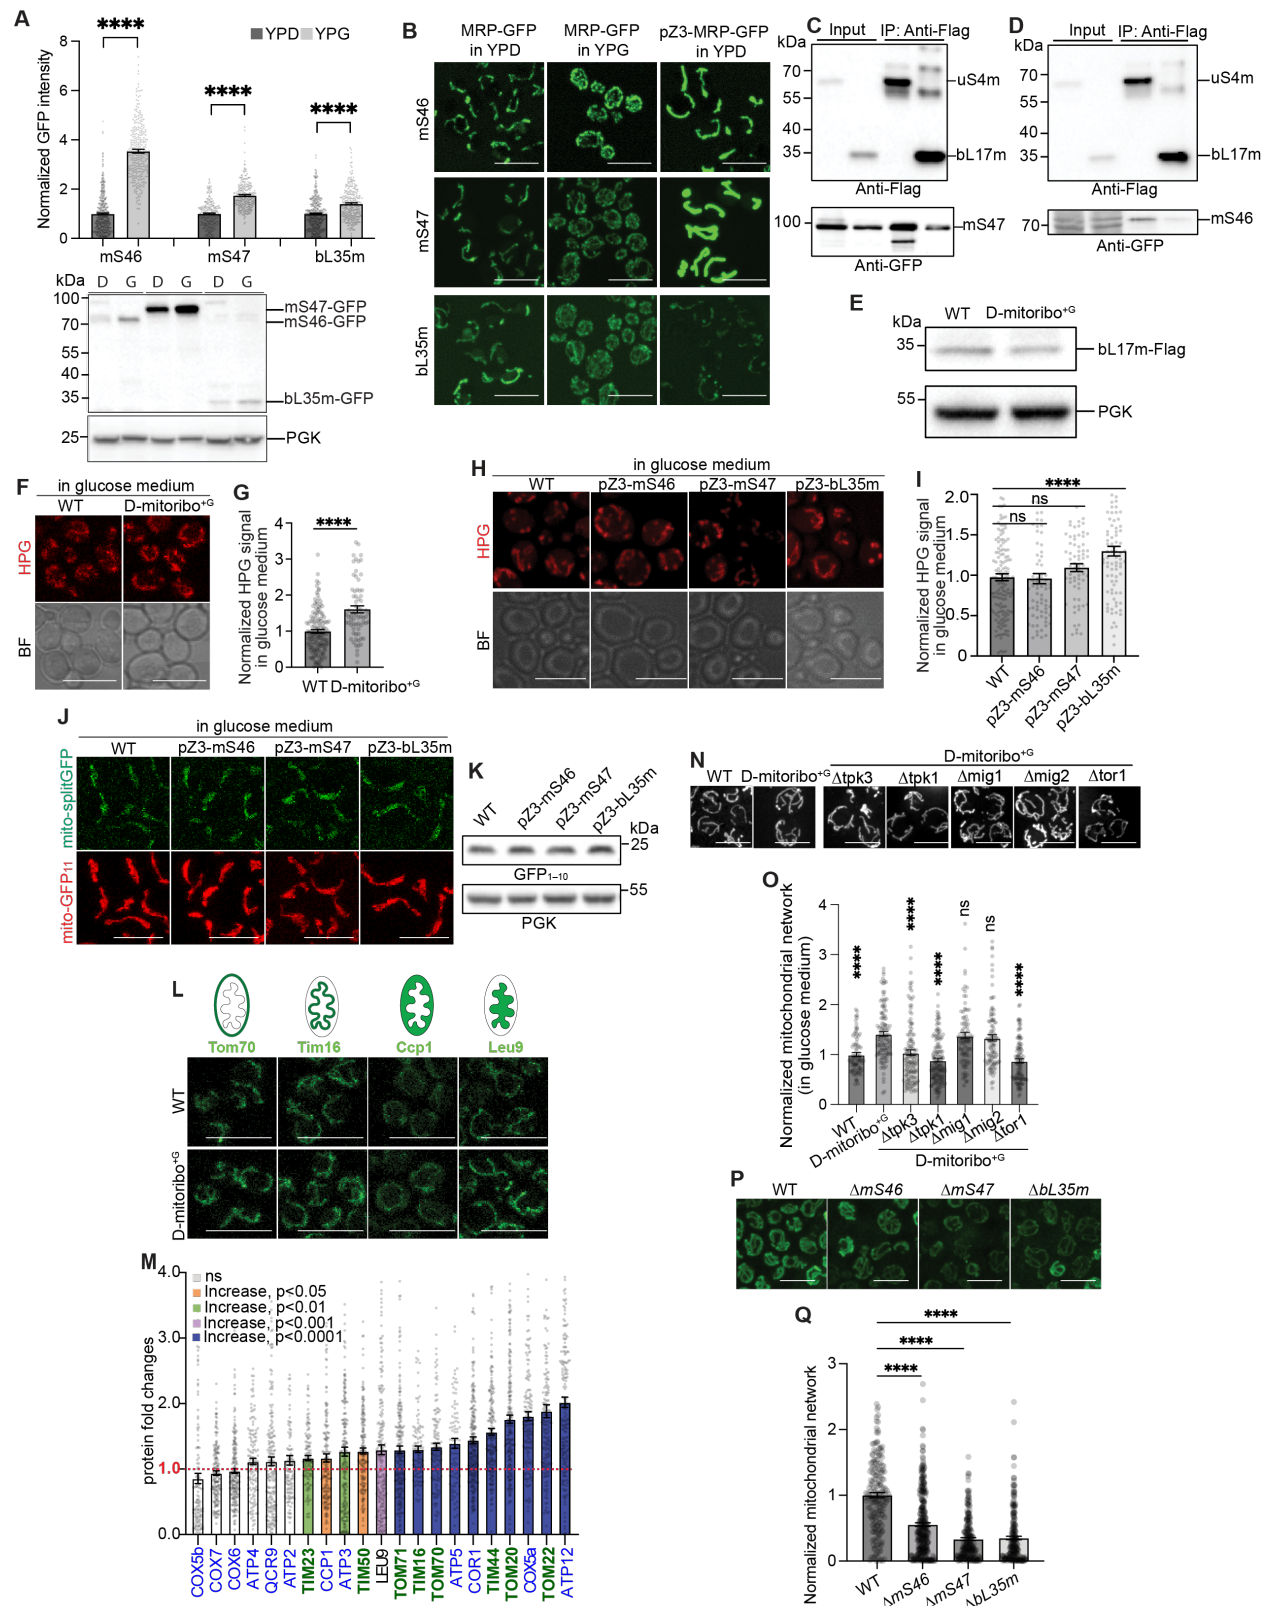

**Figure S3.** G-mitoribosome-specific MRPs modulate mitochondrial translation and biogenesis, related to Figure 3. (A) Quantification of the G-mitoribosome-specific MRP-GFP in YPD and YPG from imaging (top panel) and western blot (bottom panel).

**(B)** Representative images of the G-mitoribosome-specific MRP-GFP cells grown in YPD and YPG, along with cells exhibiting ectopic leakage expression of G-mitoribosome-specific MRP-GFP driven by the Z3EV promoter in the absence of inducer beta-estradiol.

**(C-D)** Co-immunoprecipitation of mS47 and mS46 from the leakage expression of Z3EV promoter in (B) with uS4m (mtSSU) and bL17m (mtLSU). Note that both mS47-GFP and mS46-GFP from the leakage expression of Z3EV promoter was pulled down by uS4m-Flag or bL17m-Flag. The co-immunoprecipitation assay for bL35m was not included due to the inability to detect it via western blot.

**(E)** Western blot of bL17m-Flag in wild-type cells and D-mitoribosome<sup>+G</sup> cells co-expressing three MRPs<sup>G</sup> from the leakage expression of Z3EV promoter. Note there is no difference in the expression level of bL17m in the D-mitoribosome<sup>+G</sup> cells compared to WT. WT, wild-type cells.

**(F-G)** Representative images and quantification of HPG signal from wild-type cells and D-mitoribosome<sup>+G</sup> cells co-expressing three MRPs<sup>G</sup> from the leakage expression of Z3EV promoter, both cultured in glucose medium. WT, wild-type cells.

**(H-I)** Representative images and quantification of HPG signal from wild-type cells and cells expressing each individual G-mitoribosome-specific MRP cultured in YPD. Each G-mitoribosome-specific MRP was expressed from Z3EV promoter without inducer to achieve its leak expression level. 'pZ3-' here represents leakage expression of the indicated MRP from Z3EV promoter, same in other figures. WT, wild-type cells.

**(J-K)** Representative images and immunoblot of the BiG Mito-Split-GFP changes in wild-type cells and cells expressing each individual G-mitoribosome-specific MRPs cultured in glucose medium. WT, wild-type cells.

**(L-M)** Representative images and quantifications of the mitochondrial proteins localized to different sub-compartments of mitochondria in different cells. Mitochondrial proteins were visualized by endogenous C-terminal GFP tagging and expressed from their native promoters. OXPHOS components and TOM-TIM complex are colored by blue and green texts in (M), respectively. WT, wild-type cells.

**(N-O)** Representative images and quantifications of the mitochondrial network size in different mutants expressing D-mitoribosome<sup>+G</sup>. The mitochondrial network was stained by MitoTracker<sup>TM</sup> Red CMXRos. Note that  $\Delta$ tpk1/3 and  $\Delta$ tor1 block the mitochondrial size increase induced by D-mitoribosome<sup>+G</sup>. WT, wild-type cells.

**(P-Q)** Representative images and quantifications of the mitochondrial network size in different mutants cultured in glycerol. WT, wild-type cells. The mitochondrial network was stained by MitoTracker<sup>TM</sup> Green FM.

Bar graphs are Mean and SEM (cell number for each strain refer to Table S2). Data were analyzed with unpaired two-tailed t test. Scale bar: 10  $\mu$ m.

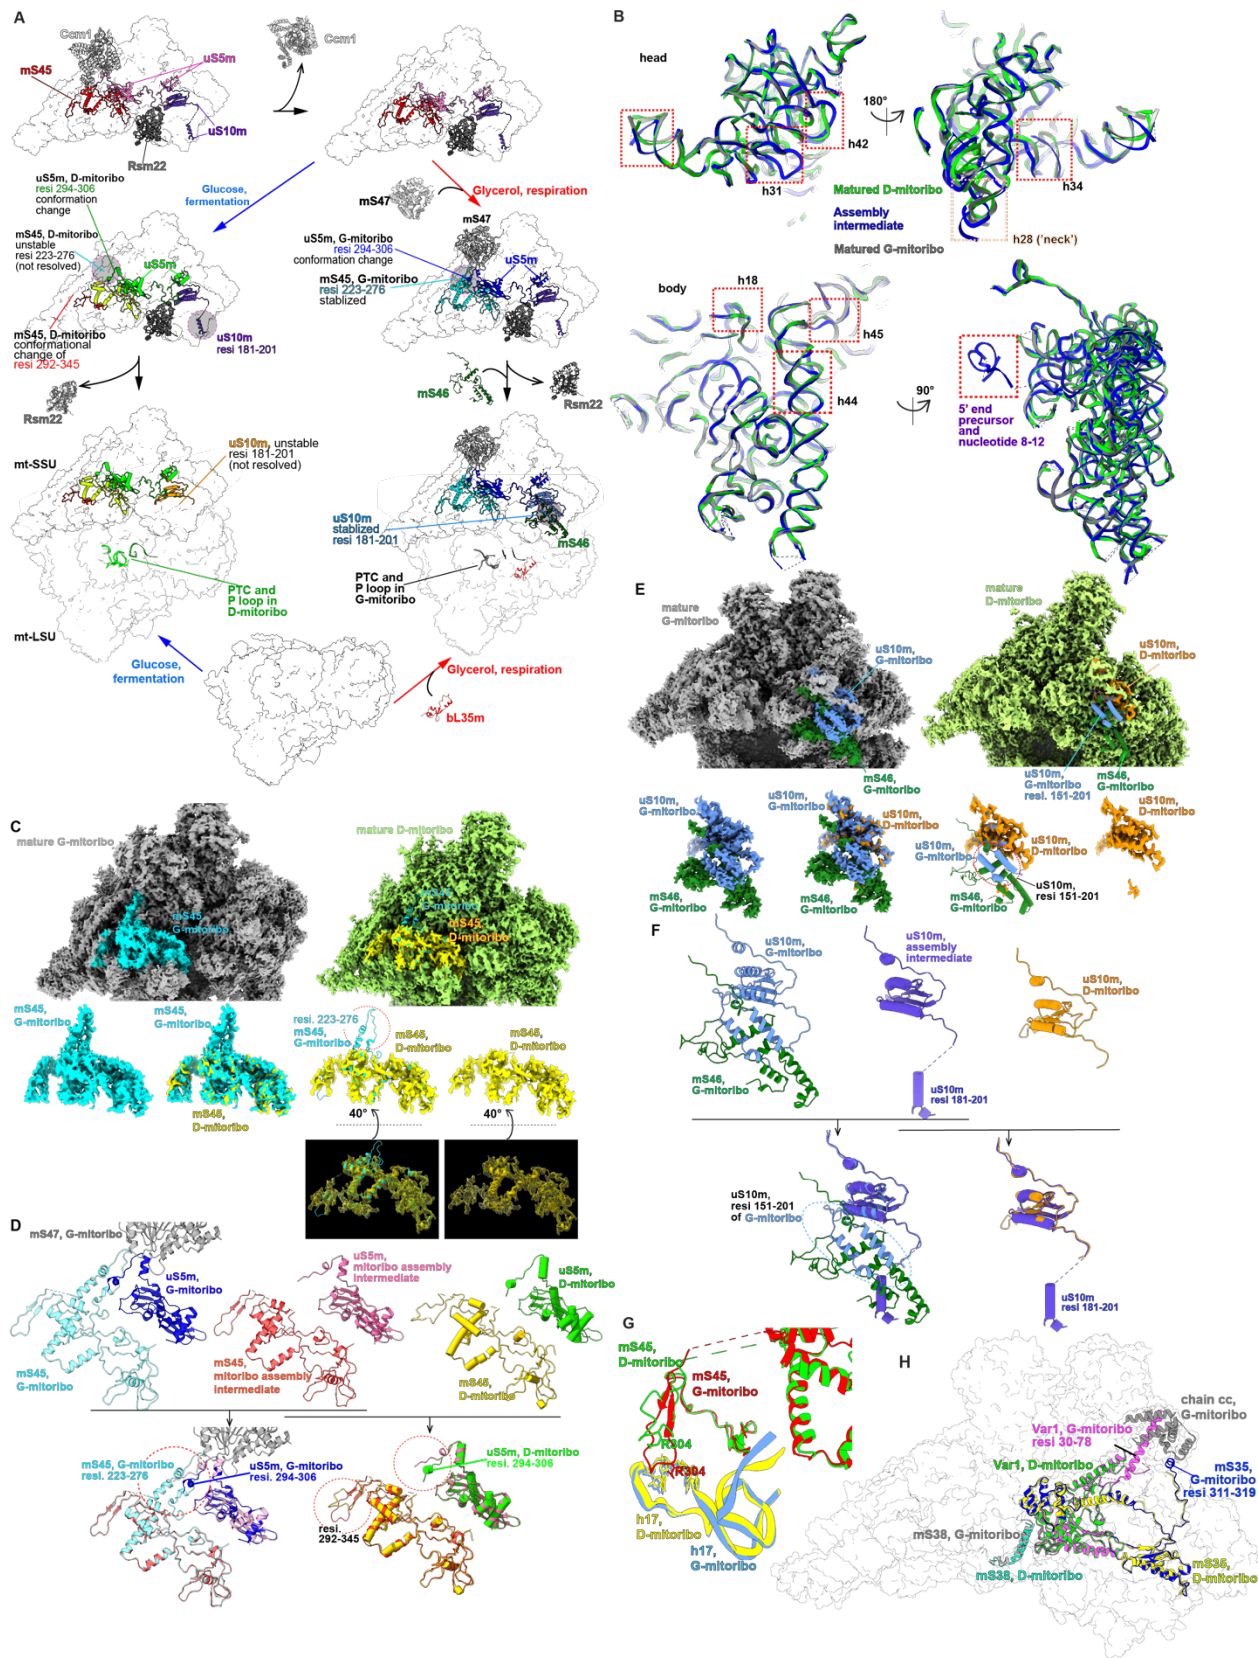

**Figure S4.** Metabolism-modulated mitoribosome assembly alters MRP conformations, related to Figure 4A-D.

(A) In glycerol medium, the maturation of the mtSSU in the respiring yeast cells is associated with the replacement of Ccm1 by mS47 which changes the conformation of the residue 294–306 of uS5m and stabilizes the residue 223–276 of mS45<sup>46</sup>. uS5m spans across the body-head domain of mtSSU to connect mS47/mS45 with uS10/mS46. These changes in Ccm1-mS47, mS45, and uS5m are followed by the removal of Rsm22 and insertion of mS46, which in turn stabilizes the C-terminal 181–201 residues of uS10m<sup>46</sup>. The maturation of mtLSU in the respiring yeast cells is associated with the insertion of bL35m, which is accompanied by the folding change of the PTC and P-loop. In contrast, the maturation of the mtSSU and mtLSU in the fermenting yeast cells take a different path without insertion of mS47, mS46, and the bL35m, leading to the conformation difference of mS45, uS10m, PTC, and P-loop. These mtSSU and mtLSU in the fermenting yeast are functional as they are engaged in active translation with tRNA in their P or E site. The assembly intermediates are from a published paper<sup>46</sup>.

(B) In different mitoribosomes, the head and body domains of the 15S rRNA are separated by truncation at h28, which forms the “neck” that connects these two regions. This truncation facilitates the proper alignment of the head and body domains, respectively, even when the swivel statuses differ between mitoribosomes. Regions and helices showing significant structural differences between the assemble intermediate and mature mitoribosomes are highlighted with red dashed line boxes. Notably, D- and G-mitoribosome show similar conformation (overlap) in these helices compared to the immature assemble intermediate. In addition, the mitoribosome assembly intermediate retains the 5' end precursor and nucleotides 8–12 of the 15S rRNA, which are removed during the assembly process and are absent in the mature D- and G-mitoribosome. See Movie S3 for the comparison of 3D structure.

(C) The density map of mS45 in D- and G-mitoribosome. Note that residue 223–276 of mS45 lacks density in D-mitoribosome.

(D) Comparison of mS45-uS5m across different mitoribosomes reveals key differences highlighted by red dashed circles. In mature G-mitoribosome, the additional residues 223–276 of mS45 and the altered conformation of residues 294–306 of uS5m distinguish it from the mitoribosome assembly intermediate (PDB ID: 8D8K). In contrast, mature D-mitoribosome differs from the mitoribosome assembly intermediate in the conformation of residues 292–345 of mS45 and residues 294–306 of uS5m.

(E) The density map of mS46 in D- and G-mitoribosome. Notably, in addition to the missing density of mS46, residues 151–201 of uS10m also lack density in D-mitoribosome.

(F) Comparison of mS46-uS10m across different mitoribosomes reveals key differences highlighted by red dashed circles. In mature G-mitoribosome, the presence of mS46 and the altered conformation of residues 151–201 of uS10m distinguish it from the mitoribosome assembly intermediate (PDB ID: 8D8K). In contrast, mature D-mitoribosome differs from the mitoribosome assembly intermediate solely in the conformation of residues 151–201 of uS10m.

(G) C-terminal 292–345 residues of mS45 in D-mitoribosome adopts a different conformation compared to G-mitoribosome, leading to a reduced interaction with the h17 of 15S rRNA.

(H) The lack of chain cc in D-mitoribosome results in the destabilization and unresolved residue 311–319 of mS35 and residue 30–78 of Var1 in D-mitoribosome. Note that mS38 is not changed between D- and G-mitoribosome.

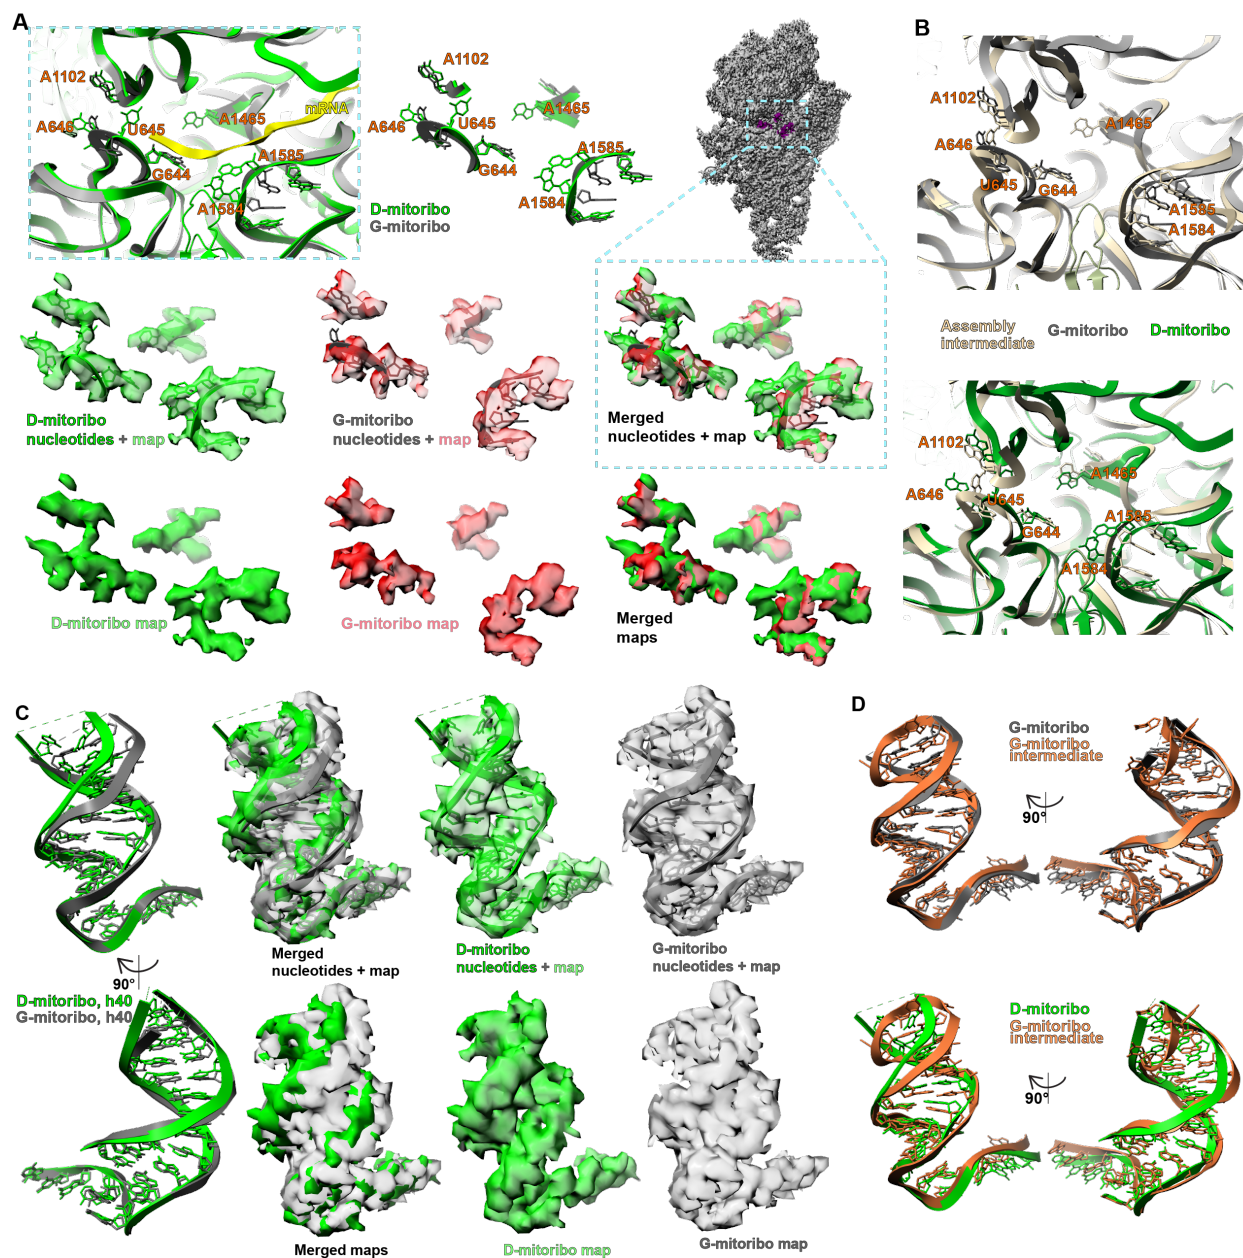

**Figure S5.** Metabolism-modulated mitoribosome assembly drives conformational shifts in rRNA, related to Figure 4E.

(A) The density map of different nucleotides in D- and G-mitoribosome.

(B) Comparison of the conformations of these nucleotides reveals key differences between mature mitoribosomes and assembly intermediates. Notably, the nucleotides that differ in conformation between G-mitoribosome and D-mitoribosome also show differences between the mature mitoribosomes and the assembly intermediate (PDB ID: 8D8K). Therefore, these G- and D-specific conformations likely result from metabolism-specific differential maturation of the mitoribosome for these nucleotides in decoding center.

(C) The density map of nucleotides of h40 in D- and G-mitoribosome.

(D) Comparison of the conformations of these nucleotides reveals key differences between mature mitoribosomes and assembly intermediates. Notably, the nucleotides that differ in conformation between G- and D-mitoribosome also show differences between the mature mitoribosomes and the assembly intermediate (PDB ID: 8D8K). Therefore, these G- and D-specific conformations likely result from metabolism-specific differential maturation of the mitoribosome for these nucleotides in h40.

172  
173

**Supplementary Tables**

**Table S1:** Composition list of D- and G-mitoribosome, related to Figures 1 and 2.

| <b>MRPs</b>     | <b>Systematic name</b> | <b>D-mitoribosome class I/II<br/>MRP chain</b> | <b>G-mitoribosome<br/>MRP chain</b> |
|-----------------|------------------------|------------------------------------------------|-------------------------------------|
| <b>21s rRNA</b> |                        | A                                              | A                                   |
| <b>15srRNA</b>  |                        | AL                                             | aa                                  |
| <b>tRNA</b>     |                        | AM                                             | bb                                  |
| <b>uL2m</b>     | YEL050C                | B                                              | B                                   |
| <b>uL3m</b>     | YGR220C                | C                                              | C                                   |
| <b>uL4m</b>     | YML025C                | D                                              | D                                   |
| <b>uL5m</b>     | YDR237W                | E                                              | E                                   |
| <b>uL6m</b>     | YHR147C                | F                                              | F                                   |
| <b>bL9m</b>     | YNR022C                | G                                              | G                                   |
| <b>uL13m</b>    | YOR150W                | H                                              | H                                   |
| <b>uL14m</b>    | YKL170W                | I                                              | I                                   |
| <b>uL15m</b>    | YNL284C                | J                                              | J                                   |
| <b>uL16m</b>    | YBL038W                | K                                              | K                                   |
| <b>bL17m</b>    | YJL063C                | L                                              | L                                   |
| <b>bL19m</b>    | YCR046C                | M                                              | M                                   |
| <b>bL21m</b>    | YJL096W                | N                                              | N                                   |
| <b>uL22m</b>    | YNL177C                | O                                              | O                                   |
| <b>uL23m</b>    | YDR405W                | P                                              | P                                   |
| <b>uL24m</b>    | YPL173W                | Q                                              | Q                                   |
| <b>bL27m</b>    | YNL005C                | R                                              | R                                   |
| <b>bL28m</b>    | YMR193W                | S                                              | S                                   |
| <b>uL29m</b>    | YLR439W                | T                                              | T                                   |
| <b>uL30m</b>    | YMR286W                | U                                              | U                                   |
| <b>bL31m</b>    | YBR122C                | V                                              | V                                   |
| <b>bL32m</b>    | YCR003W                | W                                              | W                                   |
| <b>bL33m</b>    | YML009C                | X                                              | X                                   |
| <b>bL34m</b>    | YDR115W                | Y                                              | Y                                   |
| <b>bL35m</b>    | YNL122C                | N.A                                            | Z                                   |
| <b>bL36m</b>    | YPL183W-A              | 0                                              | 0                                   |
| <b>mL58</b>     | YKR085C                | a                                              | a                                   |
| <b>mL59</b>     | YGR076C                | b                                              | b                                   |
| <b>mL60</b>     | YKL138C                | c                                              | c                                   |
| <b>mL67</b>     | YDR296W                | d                                              | d                                   |
| <b>mL38</b>     | YDR322W                | l                                              | l                                   |

|              |            |    |    |
|--------------|------------|----|----|
| <b>mL40</b>  | YDR462W    | 2  | 2  |
| <b>mL41</b>  | YBR282W    | 3  | 3  |
| <b>mL43</b>  | YPR100W    | 4  | 4  |
| <b>mL44</b>  | YMR024W    | 5  | 5  |
| <b>mL46</b>  | YNL252C    | 6  | 6  |
| <b>mL49</b>  | YCR071C    | 7  | 7  |
| <b>mL50</b>  | YKR006C    | 8  | 8  |
| <b>mL57</b>  | YLR312W-A  | 9  | 9  |
| <b>bS1m</b>  | YPL118W    | g  | AA |
| <b>uS2m</b>  | YHL004W    | h  | BB |
| <b>uS3m</b>  | Q0140/Var1 | i  | CC |
| <b>uS4m</b>  | YNL137C    | j  | DD |
| <b>uS5m</b>  | YBR251W    | k  | EE |
| <b>bS6m</b>  | YKL003C    | l  | FF |
| <b>uS7m</b>  | YJR113C    | m  | GG |
| <b>uS8m</b>  | YMR158W    | n  | HH |
| <b>uS9m</b>  | YBR146W    | o  | II |
| <b>uS10m</b> | YDR041W    | p  | JJ |
| <b>uS11m</b> | YNL306W    | q  | KK |
| <b>uS12m</b> | YNR036C    | r  | LL |
| <b>uS13m</b> | YNL081C    | s  | MM |
| <b>uS14m</b> | YPR166C    | t  | NN |
| <b>uS15m</b> | YDR337W    | u  | OO |
| <b>bS16m</b> | YPL013C    | v  | PP |
| <b>uS17m</b> | YMR188C    | w  | QQ |
| <b>bS18m</b> | YER050C    | x  | RR |
| <b>uS19m</b> | YNR037C    | y  | SS |
| <b>bS21m</b> | YBL090W    | z  | TT |
| <b>mS23</b>  | YIL093C    | AG | UU |
| <b>mS26</b>  | YOR158W    | AH | VV |
| <b>mS29</b>  | YGL129C    | AI | WW |
| <b>mS33</b>  | YGR215W    | AJ | XX |
| <b>mS35</b>  | YDR175C    | AK | YY |
| <b>mS37</b>  | YDL045W-A  | Z  | ZZ |
| <b>mS38</b>  | YLR204W    | AA | 11 |
| <b>mS41</b>  | YHR059W    | AB | 22 |
| <b>mS42</b>  | YJR101W    | AC | 33 |

|                     |         |     |     |
|---------------------|---------|-----|-----|
| <b>mS43</b>         | YDR347W | AD  | 44  |
| <b>mS44</b>         | YGR084C | AE  | 55  |
| <b>mS45</b>         | YGR165W | AF  | 66  |
| <b>mS46</b>         | YDR494W | N.A | 77  |
| <b>mS47</b>         | YDR036C | N.A | 88  |
| <b>unknown MRP1</b> |         | N.A | cc  |
| <b>uL10m</b>        | YDL202W | e   | N.A |
| <b>uL11m</b>        | YNL185C | f   | N.A |

How the deposited data were processed for this re-analysis (not part of the article)

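RNA from wild-type BY4741 grown in SC medium with glucose or glycerol was sequenced in 6 libraries, 3 per carbon source, and conditions and replicate numbers were taken from the sample labels, which match the paper's methods. The authors deposited a single table for the whole study with 7126 genes, of which 283 had 0 counts in all libraries. Its counts are the whole numbers of reads the authors counted on each gene, without normalization, and the program and annotation they used are not named in the paper's text. The FPKM values the authors deposited beside them are scaled by gene length and by a library size that was between 0.810 and 0.843 times the count total for glucose and between 1.16 and 1.17 times for glycerol. The log2 fold changes in the authors' deposited table are glucose over glycerol and were turned to glycerol over glucose here. The p-values and adjusted p-values in the authors' deposited table come from a test the paper's text does not name, and 37 adjusted p-values in it are 0. No per-sample column of the table was left unused.

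Gene names, positions and lengths are those of the authors' table. Of its gene identifiers, 6048 are listed by RefSeq for the R64 assembly, and 6036 of these have the same start and end there. The libraries carry no strand information, so reads on overlapping genes cannot be assigned by strand, and closely similar genes such as the HXT family can share reads.

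Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts in at least 3 libraries were kept (6330 genes), scaled with TMM factors and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Normalized CPM are counts divided by the library total times its TMM factor, on the usual CPM scale. Standard errors were computed from the fold change and the test's F value. Gene lists were tested with limma's camera, with a preset inter-gene correlation of 0.01 and with an estimated one, which set a list against the other genes, and with fry, which asks whether the members of a list shift together and makes no such comparison. Differences between the medians of gene lists were tested by permuting the list labels across genes with 100000 resamples. With 3 libraries per group, an exact permutation test of a single gene cannot go below p = 0.1, so none was used for single genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

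The same steps were tested on simulated counts drawn from the means, totals and dispersions of these libraries. In 6286 simulated genes, 87.4% of 199 changed genes were called, as were 98.5% of those changed by a log2 fold change of 1 or more, and 2.25% of the calls were unchanged genes. A simulated list of 74 genes had a camera p of 0.509 when unchanged and of 8.4e-22 when shifted by 0.3 on the log2 scale. Few simulated genes were changed, whereas 81.8% of the real ones differed. The simulated p-values therefore do not show that camera could detect such a shift of the MRPs.

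Library totals lay between 15289163 and 20038052 counts. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom between 16.1 and 62.2, so no library appears to be a copy of another, and their log2 values correlated across genes at 0.988 to 0.994. Whether the replicate numbers pair the libraries was checked from the deviations of each library from its group mean. Over the 5667 genes with a mean of at least 100 counts, libraries with the same number correlated at 0.246, 0.102 and 0.281 for numbers 1, 2 and 3. Libraries with different numbers correlated between -0.29 and 0.054. Deviations from a group mean cancel out within the group, so these correlations are not independent of each other. Over all 6330 tested genes the same-numbered values were 0.128, 0.046 and 0.131. On the first set of genes every same-numbered pair passes 0.1, the pair of number 2 only just, and no label or text says what a number shares. The main fit does not use the numbers, which enter as a block in an alternative and in the checks of gene length.

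The MRP list is that of Table S1 without rRNA, tRNA and the mtDNA-encoded Var1. The genes named in the text are the MRPs G, HSP60, CCM1 and RSM22, the 3 MRPs with the highest and the 3 with the lowest fold change past the threshold, the 5 genes with the largest rise and the 5 with the largest fall among those with a mean of at least 10 CPM and no overlap between the groups, and the members of gene lists drawn up from the paper or from general knowledge of yeast genes. These lists cover a carbon source check, a strain check, glucose depletion, mitochondrial chaperones, mitoribosome assembly, nuclear OXPHOS genes and the proteins of Figure S3M. Lists of a-specific and alpha-specific genes, the pheromone pathway, the iron and zinc regulons, histones and cytosolic ribosomal proteins were added later, and STE2, MFA2 and FIT3 were singled out after their values were seen. The set tests of the iron, zinc and histone lists leave out FIT3, ZRT1 and ZPS1, and HTA2, the genes that had drawn attention to them.

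The alternatives tried were scaling by library totals alone, by DESeq2's size factors and by upper-quartile factors, DESeq2's Wald test, a filter of 1 count in any library, a filter of 10 counts in every library, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), each library left out in turn, and for the MRP results the genes of the imaged strains in Table S2. That table's sheet holds 53 strains, so no set test was run on it. The protein abundances of Figures 2I and S2G, the cryo-EM data and the imaging were not analysed here.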

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

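The tests of explanations in this part were chosen after the result was seen. Transcripts encoded on mtDNA, which the paper does not report for these libraries, drew few counts in the poly(A)-selected RNA and more of them in glycerol. Of the 55 mtDNA genes in the table, 23 had a count in any library. Each glucose library held between 44 and 69 counts on mtDNA and each glycerol library between 378 and 565. In normalized CPM this was 4.17 ± 0.762 in glucose and 22.7 ± 2.88 in glycerol (SD, n = 3 each), a ratio of 5.44. The 21S rRNA (21S_rRNA) had a log2 fold change of 2.15 (standard error 0.229, adjusted p = 3.8e-07 from edgeR's quasi-likelihood test) and the 15S rRNA (15S_rRNA) of 1.89 (standard error 0.375, adjusted p = 2.6e-04). COX1 and COB had at most 2 counts in every glucose library, and with a floor of 3 counts for glucose they were at least 3.48-fold and 5.57-fold higher in glycerol. Many mtDNA genes overlap, so counts on a single intron or exon are uncertain.

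The scaling of the libraries is argued against. With no composition factor the ratio was 7.70, and the lowest glycerol library, at 23.2 CPM of all counts, stayed above the highest glucose library, at 3.98. mtDNA carried over into the RNA is argued against as well. The 24 tRNA genes of the mtDNA drew 1 count in the glycerol libraries together, while 12 mtDNA protein-coding genes that other genes cover by less than 10% drew 140, so that the counts per kilobase on tRNA genes were 2.50% of those on the protein-coding genes. What stays open is whether poly(A) selection took up mitochondrial RNA to a different degree in each group, and whether the cells held more mitochondrial RNA in glycerol. Neither was tested, and the counts do not measure mitochondrial RNA per cell.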

How the results depend on the processing

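All alternatives were set before the data were examined. The library totals without ribosomal protein genes were chosen after the result was seen. So were the tests of the a-specific, pheromone pathway, iron, zinc and histone lists, and of STE2, MFA2 and FIT3. The list of cytosolic ribosomal proteins was added later, and the other tests in this part were not chosen after the result was seen. For the 12 main results, 173 values under an alternative kept their direction and their side of the threshold, or stayed within 1.5 times the main count, and 10 did not. The largest changes came with no composition factor. Then 1652 genes were lower in glycerol in place of 2539, 1557 were higher and 413 lower past a log2 fold change of 1.5 in place of 1022 and 779, and among the MRPs 50 were higher and 7 lower in place of 28 and 25. The share of higher genes among those that differed went from 50.9 to 68.6%, and among MRPs from 52.8 to 87.7%. The bL35m transcript was then at -0.092 and no longer past the threshold. This setting moved the median of all genes to 0.52, while DESeq2's size factors and upper-quartile factors left it at 0.02 and -0.0020. With library totals counted without cytosolic ribosomal protein genes the median was 0.17, so the share of counts these transcripts took in glucose is a candidate cause of most of that shift.

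Across the 6 fits that each left out a library, the distance of the MRP median from all genes ran from -0.0056 to 0.13, with the negative value without glucose replicate 3, and it was not past the threshold in any of them. The difference between mtLSU and mtSSU MRPs ran from -0.41 to -0.32, past the threshold without glucose replicate 1, glycerol replicate 2 or glycerol replicate 3. The CCM1 transcript ran from -0.066, without glucose replicate 3, to 0.25, and the ECM10 transcript from -0.057, without glucose replicate 1, to 0.24, neither of them past the threshold in these fits. The cause was not tested for these changes.

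For single named genes, and for the distance from all genes of the OXPHOS, cytosolic ribosomal protein, a-specific, iron, zinc and histone lists, 662 values under an alternative were the same in direction and side of the threshold, 2 were weaker, 3 stronger and 2, of CCM1 and ECM10, reversed. The medians of lists, which unlike those distances move with the scaling, were compared apart from this count, and that of the pheromone pathway list went from -0.12 to 0.37 with no composition factor. The weaker and stronger ones came with no composition factor, where CCM1 (0.58), HSP10 (0.68) and ECM10 (0.61) were past the threshold and MCX1 (-0.19) and ZIM17 (-0.0074) were not. With a replicate block, 2656 genes were higher and 2573 lower, with 29 and 25 among the MRPs, and the block changed no other call of the named genes and lists. Depth limits the transcript of uL14m, with 58 counts over all libraries, and those encoded on mtDNA, of which 1 gene had 10 counts or more in every glucose library.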

Differences from the paper's values

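The tests in this part were not chosen after the result was seen. In Figure S2F the point labelled Hsp60 lies at a log2 fold change of about 1.9 in the paper's volcano plot (Figure S2F, read by eye), against 1.42 here and 1.41 in the authors' deposited table. The replicate SD on the log2 scale was 0.135. Of the alternatives set before the data were examined, the one with no composition factor gave 1.92, within the replicate SD of the paper's value. The same setting moved other values of the figure away from the paper's. The RNA ratio of uL30m went from 0.336 to 0.475, against about 0.3 in the paper's heatmap (Figure S2F, read by eye), and that of mS47 from 3.72 to 5.24, against about 3.7 in the paper's heatmap (Figure S2F, read by eye). No single setting therefore gives all of these values. For HSP60, the others did not close the gap, with values between 1.34, without glucose replicate 1, and 1.51, without glucose replicate 3. At 1.42 the HSP60 transcript also lies inside the dashed lines of the figure, which stand at about 1.5 (Figure S2F, read by eye), while the paper's label leads to a circled point outside them. That point lies among many others, and whether it is the point of HSP60 was not tested.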

Other observations

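The tests on mating-type transcripts, the iron and zinc regulons, histones, overlapping genes and gene length were chosen only after the result was seen. The list of cytosolic ribosomal proteins was added later, and the other tests were fixed earlier. The paper states that the MRPs G are expressed at higher levels in glycerol, from imaging and western blots of GFP-tagged MRPs in YP media (Figure S3A). In the SC cultures sequenced here, the log2 fold changes of their transcripts were 1.895 for mS47, 0.50 for mS46 and -0.59 for bL35m, and the last was -0.09 without a composition factor. Protein and transcript were measured in different media, so these values do not bear on the same cultures.

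Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many as 5176 genes with an adjusted p-value under 0.05 (5220 at an unadjusted p under 0.05). The 9 other splits gave 0, with between 0 and 8 genes at an unadjusted p under 0.05, and with 4, 8 and 5 for the 3 of them that part all same-numbered pairs. Every other split mixes carbon sources within its groups, which adds the carbon-source difference to the spread within groups and makes low counts certain. With 10 splits the share also cannot go below 0.1, so the count of splits does not exclude chance.

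MRP transcripts did not follow the nuclear OXPHOS genes. Of 36 OXPHOS genes, 35 transcripts were higher in glycerol and 1, COX5B, was lower (-2.21), under TMM and with no composition factor alike. Their median log2 fold change was 1.58, which exceeds that of the MRPs by 1.49 (permutation p = 1e-05, the smallest that the permutations can give). The labels were permuted across genes, which are not independent replicates. The OXPHOS list stood apart in camera with the preset correlation (p = 3.1e-09, 2.4e-08 after adjustment over 15 lists), but not with an estimated correlation of 0.333 (p = 0.124), and its members shifted together in fry (p = 1.5e-05), which makes no comparison with other genes. This argues against a single program that moves both lists to the same degree, although the paper's protein measurements were not part of the test. The miss in camera with an estimated correlation decides little, since that form also missed the cytosolic ribosomal proteins. Of 8 mitoribosome assembly genes, 6 transcripts were higher and 1, MTG1, was lower, with a median of 0.39; without a composition factor 7 were higher and 0 lower. RSM22 rose by 0.34 (adjusted p = 0.0111 from edgeR's quasi-likelihood test), and CCM1, at 0.09, was not past the threshold, although it was with no composition factor, at 0.58. Of the 21 proteins of Figure S3M, which the paper measured in other strains, 13 transcripts were higher and 6 lower, with 10 of the 21 also in the OXPHOS list; without a composition factor 15 were higher and 4 lower.

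The glucose cultures were grown overnight, and a culture that has used up its glucose would resemble the glycerol cultures. The 9 transcripts of the glucose depletion list lay at a median percentile of 25.9 among all tested genes in the glucose libraries, ranging from 6.11 to 81.6, and all 9 were higher in glycerol, by log2 fold changes between 3.76 and 7.91. This argues against glucose depletion before harvest. An earlier stage of that transition was not tested.

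HSP60 rose without a rise of all mitochondrial chaperones. A rise of the whole mitochondrial folding machinery would raise most other members of the mitochondrial chaperone list, of which 4 out of 9 were higher and 3 lower at an adjusted p under 0.05. MGE1, the nucleotide exchange factor of mitochondrial Hsp70, fell by 2.10 and HSP78 rose by 3.32 on the log2 scale. The count depends on the scaling, since 6 of the 9 were higher with no composition factor. HSP10 and ECM10 then joined the higher ones, and MGE1, at -1.60, was the 1 lower gene. Whether most of the list rose thus rests on the scaling, while the fall of MGE1 does not. The distance between MGE1 and HSP78 is nearly the same under either scaling.

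Among the MRPs, longer genes tended to have higher fold changes. Over the 74 MRPs, in the fit with a replicate block, the log2 fold change correlated across genes with log2 gene length at Pearson's r = 0.413 and Spearman's rho = 0.401 (permutation p = 0.00028 and 0.00047, and 0.00047 for both after adjustment over the 2 relations tested), and genes are not independent replicates. A line in gene length takes up 17.1% of the variance, so length is argued against as the whole reason why some MRP transcripts rise and others fall, and it may account for part. Whether length also hides a shift of the MRPs as a list cannot be told apart from no shift. After removal of the trend of fold change with gene length, over genes other than cytosolic ribosomal proteins, the MRP median lay 0.16 above all genes, against 0.03 before, a change of 0.136 beside a standard error of 0.103 for the median, and the members go both ways. The MRP genes have a median length of 690 bases, against 1125 for all tested genes. Whether the relation with length is technical or biological was not tested.

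Transcripts of cytosolic ribosomal proteins were lower in glycerol for 128 of 132 genes and higher for 1, with a median log2 fold change of -2.47; without a composition factor 126 were lower and 1 higher. Camera with an estimated correlation did not set this list apart, so a miss in that form decides little for other lists. A candidate explanation of the fall is that fewer cells were dividing in the glycerol cultures, which would lower histone transcripts too. The histone list without HTA2, which was left out because it had drawn attention, had a median of -1.71 with all 7 genes lower, and of all 8 genes 6 were lower with no composition factor. Without HTA2 the list stood apart in camera (p = 0.00171, 0.00256 after adjustment over 3 lists), but not with an estimated correlation (p = 0.211), and its members shifted together in fry (p = 7.6e-05). Slower growth in glycerol and a response to the carbon source itself both stay open, since growth rate was not recorded with the libraries.

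The transcript of uL14m had a low count, and its gene overlaps another. Of the 77 RefSeq-listed protein-coding genes that other genes cover over more than 90% of their length, 85.7% had a mean count under 10, against 1.34% of the 5227 genes without overlap. Per kilobase of uncovered length, median counts were 899.9 for genes without overlap, 747 for those covered over 10 to 50% and 1188 for those covered over 50 to 90%. These values are consistent with reads on 2 overlapping genes having been left uncounted. The uL14m gene, covered over 87.8%, belongs to the 86 genes covered over 50 to 90%, of which 12.8% had a mean count under 10, so most genes of its class kept more counts than it did. Overlap may thus account for part of its low count. How reads on the shared bases were counted is not known, and a low level of the transcript itself stays open. The gene of mL43 is covered over 76.4% of its length, and its transcript kept 226 counts or more in every library.

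The strain check gave 0 counts in every library on LEU2, URA3 and MET17, which are deleted in BY4741, and counts on HIS3, which is partly deleted. Transcripts specific to a cells were unevenly lower in glycerol. STE2 had a log2 fold change of -4.51 and MFA2 of -4.31, while ASG7 had 1.26; of the 7 a-specific genes 5 were lower and 1 higher, and 2 were higher without a composition factor. All 4 alpha-specific transcripts were higher in glycerol under either scaling, but alpha cells in place of a cells are argued against. Their median of 12.3 CPM in glycerol (7.50 in glucose) was 9.35% of the median of the a-specific genes in glucose, 132, and MF(ALPHA)1, the pheromone gene, reached 10.1. SAG1 was the highest of the 4, at 28.7 CPM in glucose and 70.9 in glycerol, where the a-specific median was 37.7. The strain check shares MFA1 and STE2 with the a-specific list and STE3 with the alpha-specific list. A fall of the whole pheromone response pathway is argued against too, since 5 of its 12 transcripts were lower and 4 higher, and 3 lower and 7 higher without a composition factor, where their median was 0.37 in place of -0.12. The fall of STE2 and MFA2 stays without a tested explanation.

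FIT3, a cell wall protein gene of the iron regulon, rose by a log2 fold change of 6.55. A candidate explanation is a rise of the iron regulon, and 13 of its 15 other members were higher and 0 lower, with a median of 1.72; no member was lower without a composition factor, where all 16 were higher. Without FIT3 the list stood apart in camera (p = 1.5e-04, 4.4e-04 after adjustment over the 3 lists tested without the genes that drew attention), but not with an estimated correlation (p = 0.0808), and its members shifted together in fry (p = 4.6e-06). A shared response of the iron regulon may thus account for FIT3. The miss with an estimated correlation decides little here, since that form of camera also missed the cytosolic ribosomal proteins. ZRT1 and ZPS1, at -5.30 and -4.81, belong to the zinc regulon, of which 8 of the 12 other members were lower and 4 higher, with a median of -1.20; of all 14 members, 9 were lower and 4 higher without a composition factor. Without ZRT1 and ZPS1 the zinc list did not stand apart in camera (p = 0.148, and p = 0.203 with an estimated correlation). Its fry p was 1.5e-05, which does not set the members against the other genes. Since the other members go both ways, whether a fall of the whole zinc regulon accounts for ZRT1 and ZPS1 stays open. Whether the metal content of the media or the demand of respiring cells differed was not tested.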
